# Synergistic Effects of Hyperandrogenemia and Obesogenic Western-style Diet on Transcription and DNA Methylation in Visceral Adipose Tissue of Nonhuman Primates

**DOI:** 10.1038/s41598-019-55291-8

**Published:** 2019-12-17

**Authors:** Lucia Carbone, Brett A. Davis, Suzanne S. Fei, Ashley White, Kimberly A. Nevonen, Diana Takahashi, Amanda Vinson, Cadence True, Charles T. Roberts, Oleg Varlamov

**Keywords:** Metabolic syndrome, DNA

## Abstract

Polycystic ovary syndrome (PCOS) is a major reproductive disorder that is responsible for 80% of anovulatory infertility and that is associated with hyperandrogenemia, increased risk of obesity, and white adipose tissue (WAT) dysfunction. We have previously demonstrated that the combination of chronic testosterone (T) treatment and an obesogenic Western-style diet (WSD) exerts synergistic functional effects on WAT, leading to increased lipid accumulation in visceral adipocytes by an unknown mechanism. In this study, we examined the whole-genome transcriptional response in visceral WAT to T and WSD, alone and in combination. We observed a synergistic effect of T and WSD on gene expression, resulting in upregulation of lipid storage genes concomitant with adipocyte hypertrophy. Because DNA methylation is known to be associated with body fat distribution and the etiology of PCOS, we conducted whole-genome DNA methylation analysis of visceral WAT. While only a fraction of differentially expressed genes also exhibited differential DNA methylation, *in silico* analysis showed that differentially methylated regions were enriched in transcription factor binding motifs, suggesting a potential gene regulatory role for these regions. In summary, this study demonstrates that hyperandrogenemia alone does not induce global transcriptional and epigenetic response in young female macaques unless combined with an obesogenic diet.

## Introduction

Polycystic ovary syndrome (PCOS) is a major reproductive disorder affecting 5–20% of women, depending on the diagnostic criteria employed^1^. The principal symptoms of PCOS include hyperandrogenemia and infertility. Additionally, women with PCOS exhibit increased rates of obesity and insulin resistance and a higher risk of developing gestational and subsequent type-2 diabetes^2–5^. However, the role of obesity in PCOS remains unclear. While roughly 50% of PCOS patients are obese, obesity does not appear to be required for the PCOS phenotype, and there is some evidence that the increased rate of obesity in PCOS reflects referral bias^6–8^. On the other hand, weight loss and insulin-sensitizing drugs are some of the most successful treatments for PCOS-associated infertility^9^, arguing for a more causative role of metabolic dysfunction in PCOS pathology. Studies in humans and rodent models of PCOS indicate that hyperandrogenemia is associated with the development of white adipose tissue (WAT) dysfunction, which includes increased visceral adiposity^10–12^ and visceral^13–17^ and subcutaneous^10,18,19^ adipocyte hypertrophy. Furthermore, both hyperandrogenemia and obesity have been found to independently reduce fertility through alterations in the hypothalamic-pituitary-ovarian axis^20–22^. However, whether obesity and hyperandrogenemia exert additive or synergistic effects on metabolic and reproductive functions remain unclear and challenging to study in the human population.

Animal studies have shown that prenatal programing by maternal androgens predisposes offspring to increased adiposity and other metabolic features of PCOS, as demonstrated in nonhuman primate (NHP)^23,24^, sheep^25,26^, and rodent^27,28^ models of PCOS. Consistent with animal models, clinical studies have demonstrated that offspring of women with PCOS develop increased body weight, reflecting the significance of the intrauterine environment and genetic factors in the etiology of PCOS^29–31^. Furthermore, it has been demonstrated that peripubertal obesity is associated with hyperandrogenemia and hyperinsulinemia in young girls^32–34^, indicating that adolescence, in the presence of obesogenic factors, is a particularly vulnerable stage for the development of PCOS. However, there is a paucity of animal studies that address the mechanisms of early-life androgen exposure on female metabolism and reproduction.

To better understand the relationship between peripubertal hyperandrogenemia and obesity, we developed a NHP model in which we could test the effects of mild hyperandrogenemia and diet on systemic metabolic and WAT-specific parameters. Prepubertal female rhesus macaques were exposed to either hyperandrogenemia (*T*), a high-fat, calorie-dense (per mass of diet) Western-style diet (*WSD*), or a *T* + *WSD* combination for 3 years^35,36^. *T* + *WSD*-treated animals were more insulin-resistant, and gained more fat mass over the first 3 years of treatment compared to the control (*C*), *T*, and *WSD* groups (Supplementary Table S1). Furthermore, the *T* + *WSD* combination induced greater alterations in WAT function compared to the other groups, including an increase in visceral adipocyte size, reduced basal lipolysis in subcutaneous and visceral (omental) WAT, and increased insulin-stimulated free fatty acid (FFA) uptake in omental WAT^36^. All experimental animals in this study experienced ovulatory menstrual cycles to some extent; however, mild hyperandrogenemia alone and in combination with a WSD impaired several markers of normal ovarian and uterine function^37,38^, which ultimately resulted in increased time to pregnancy (*T* and *T* + *WSD* groups), reduced pregnancy rates (*WSD* and *T* + *WSD* groups), and increased early pregnancy loss^39^. Collectively, these studies suggest a synergistic effect of *T* and *WSD* treatment on many metabolic and reproductive outcomes.

While most human studies to date have focused on subcutaneous WAT because of its relative ease of access^40–43^, women with PCOS display increased intra-abdominal visceral adiposity that is linked to the pathophysiology of insulin resistance and metabolic syndrome^10–12^. However, the mechanisms driving excess visceral adiposity in women with PCOS and in relevant animal models remain largely unknown. Previous studies suggest that DNA methylation is involved in the regulation of WAT transcriptional profiles, contributing to body fat distribution^44^ and modulating the pathophysiological response to obesity^45^. For example, studies of obese women two years after weight loss gastric bypass surgery revealed differential methylation of adipogenic genes, which may contribute to resistance to weight loss^46^. Furthermore, altered DNA methylation in genes involved in inflammation and glucose and lipid metabolism has been reported in peripheral and umbilical cord blood, as well as in various tissues of women with PCOS^47^. However, relatively few studies to date have addressed DNA methylation changes in WAT of women with PCOS^40,42,43^. For example, a recent genome-wide study using subcutaneous WAT of women with PCOS identified a set of genes that displayed both altered DNA methylation and mRNA levels. These genes were associated with pathways involved in inflammation, metabolism and adipogenesis^42^. However, no studies to date addressed a relationship between DNA methylation, gene expression, and adipocyte function in women with PCOS or in animal models.

To explore the potential mechanisms contributing to the synergistic effects of *T* and *WSD* treatment, we examined transcriptional and epigenetic changes in visceral WAT. In this study, we demonstrate that, similar to the effects of *T* and *WSD* on systemic metabolic and WAT-specific parameters described in our previous studies^35,36^, the combination of hyperandrogenemia and WSD induced synergistic effects on both gene expression and DNA methylation in visceral WAT of rhesus macaques. We additionally describe the relationship between differential transcription, DNA methylation, and adipocyte size, and provide *in silico* analysis, suggesting that *T* + *WSD*–induced differential methylation may affect transcription factor (TF) binding sites that are computationally predicted to act as the *trans*-regulatory elements.

## Results

### The combination of hyperandrogenemia and WSD elicits a greater transcriptional response than either treatment alone

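Omental WAT, a visceral fat depot, was sampled from 24 female rhesus macaques in 4 groups of 6 animals, the controls (*C*), the testosterone group (*T*), the Western-style diet group (*WSD*) and the group given both treatments (*T* + *WSD*). RNA was depleted of ribosomal RNA and sequenced as single reads, with 1 library per animal. The authors trimmed the reads, aligned them to the rhesus genome rheMac8 with STAR and deposited raw counts per gene, without normalization, for 32386 Ensembl genes. The paper's text does not name the tool that counted the reads or its strand setting, so counts of overlapping, antisense and near-identical genes carry that uncertainty. Between 6899185 and 28270776 reads per animal were counted on genes, with a median of 20630512.5. In *C* the totals ran from 8873248 to 22040690 (median 20293398), and in *T* from 13836058 to 28270776 (median 21995508). In *WSD* they ran from 9006135 to 23839192 (median 22389113), and in *T* + *WSD* from 6899185 to 21015713 (median 20501758).

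A single gene without a symbol, ENSMMUG00000038258, took 9.92% to 54.7% of the counts in 8 libraries, 2 in each group, and 0.879% to 2.51% in the other 16. These 8 libraries were treated as a library batch, and without this gene they held 3125930 to 15799235 counts. The authors tested differential expression with DESeq2. Here the counts were normalized by the TMM method and tested with edgeR's quasi-likelihood F-test in one fit to all 24 animals, with Benjamini-Hochberg adjustment over the 15207 genes that passed edgeR's filter on low counts. A gene was called a DEG at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. Values per gene are counts divided by the TMM-normalized library size and scaled to 1000000 counts per library (CPM). Gene positions are not given, since the files hold gene identifiers alone.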

To address the potential molecular mechanisms underlying WAT dysfunction in the presence of hyperandrogenemia and/or WSD, visceral WAT biopsies were collected after a 3-year treatment period from 6 animals from each of the four experimental groups (controls (*C*), *T, WSD*, and *T* + *WSD*, see methods and Supplementary Table S1) and subjected to RNAseq analysis. Principal component analysis (PCA) showed that global patterns of gene expression were significantly different between the combined treatment (*T* + *WSD*) and control groups, with the *C* and *T* + *WSD* groups clearly segregating into distinct areas (Fig. 1A). 

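The values of the 500 genes that varied most among the 12 *C* and *T* + *WSD* animals were variance-stabilized, and the first component (PC1) held 42.1% of their variance and the second 16.8%. PC1 scores averaged -13.7 ± 13.2 (SD, n = 6) in *C*, from -36.8 to -2.93, and 13.7 ± 6.27 (SD, n = 6) in *T* + *WSD*, from 7.50 to 24.2, so that the groups did not overlap. The difference of the means was 27.4 (two-sided exact permutation test, p = 0.00216, the smallest that the 924 splits of 6 against 6 can give). With the labels permuted only within the library batches, the p was 0.00476 over 420 splits (exact permutation test). Replacing the variance-stabilized values by log2 CPM with a prior count of 2 moved this result most, to a difference of 20.6 (exact permutation test, p = 0.173).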

The other two groups showed less separation from the *C* group, although they still appeared as separate groups (Supplementary Fig. S1A). 

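In the same analysis of all 24 animals, PC1 held 27.3% and PC2 16.4% of the variance. PC1 scores averaged -11.7 ± 11.4 (SD, n = 6) in *C*, -6.40 ± 5.71 (SD, n = 6) in *T*, 2.89 ± 9.62 (SD, n = 6) in *WSD* and 15.2 ± 4.22 (SD, n = 6) in *T* + *WSD*. The distance of each treated group from *C* was measured by a pseudo-F, the ratio of the squared distances between and within groups, over the 500 most variable genes and tested by exact one-sided permutation of the labels, with Benjamini-Hochberg adjustment over the 3 comparisons. The pseudo-F was 4.03 for *T* + *WSD* (exact permutation p = 0.00216, the smallest possible, adjusted p = 0.00650), 1.78 for *WSD* (p = 0.0433, adjusted p = 0.0649) and 1.11 for *T* (p = 0.327 before and after adjustment). Within the library batches the exact permutation p was 0.00476 for *T* + *WSD*, 0.0286 for *WSD* and 0.319 for *T*.

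For *WSD* the unadjusted p passed 0.05 in 7 of the 12 analyses that each left out 1 animal. It was 0.169 without *C* replicate 1, 0.154 without *C* replicate 3, and 0.162, 0.0714, 0.0887, 0.0801 and 0.0563 without *WSD* replicates 20, 21, 22, 23 and 24 in turn (exact permutation tests). On log2 CPM it was 0.199 by the same exact test.

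**Figure D1:**
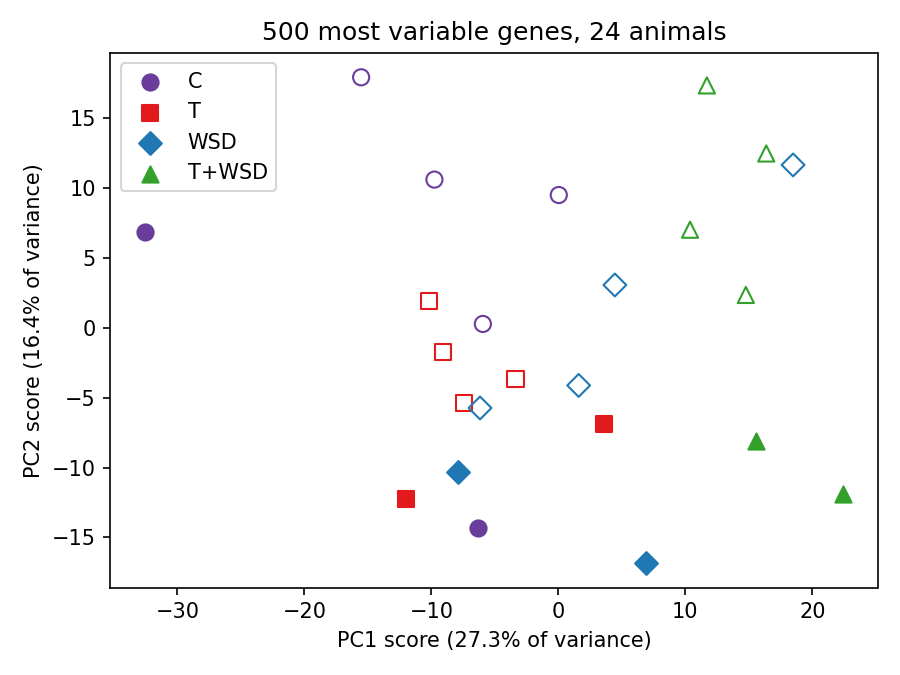
PC1 scores (27.3% of variance, x axis) against PC2 scores (16.4% of variance, y axis) of the 24 animals, 6 per group, over the 500 most variable genes. Filled symbols are the 8 libraries of the batch with a high share of ENSMMUG00000038258, open symbols the other 16, and the *T* + *WSD* animals lie at positive PC1 scores.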

To determine the relative contributions of hyperandrogenemia and WSD, we independently compared the three intervention groups to controls and identified differentially expressed genes (DEGs; FDR < 0.05; −1.5 > Fold Change > 1.5). We refer to these comparisons as *T*, *WSD*, *T* + *WSD* hereafter. 

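In *T* + *WSD* compared with *C*, 1522 of the 15207 tested genes were called, 718 of them higher and 804 lower. An adjusted p under 0.05 was reached by 2603 genes before the fold-change threshold, and an unadjusted p under 0.05 by 4883, where chance alone gives 760. In *WSD* no gene was called (0 DEGs, smallest adjusted p = 0.0593), with 2807 genes at an unadjusted p under 0.05. In *T* there were also 0 DEGs (smallest adjusted p = 0.0766), with 1312 genes at an unadjusted p under 0.05. All 6 treated animals lay above every control in 531 tested genes and below in 626 for *T* + *WSD*, against 35 and 26 for *WSD* and 21 and 19 for *T*. Random labels give such a separation in 0.217% of genes, or 32.9 genes in both directions together.

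With the mean of a list of mesothelial marker genes as a covariate, which was lower in all 6 *T* + *WSD* animals than in every control, 0 genes were called in *T* + *WSD* and 505 had an unadjusted p under 0.05, the largest move of that count. The counts for *WSD* and *T* moved most with the test: DESeq2's Wald test on the same counts called 1894 genes in *T* + *WSD*, 238 in *WSD* and 7 in *T*. In *T* + *WSD* 1486 genes were called by both tests. Single animals also moved the edgeR counts. Without *C* replicate 1, 900 genes were called in *T* + *WSD*. In *WSD*, 59 genes were called without *WSD* replicate 19, 4 without *C* replicate 2 and 3 without *C* replicate 5, and in *T* 1 gene was called without *C* replicate 2 and 1 without *C* replicate 5.

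Among the *T* + *WSD* DEGs with a symbol and no overlap with *C*, the largest increases were those of STMN2, MMP7, BHMT2, NRCAM and CHIT1. STMN2 (ENSMMUG00000000507) had at most 2 counts in any control, so its fold change is not given, and 2 to 103 counts in the *T* + *WSD* animals. Its lack of overlap holds only in CPM (lowest *T* + *WSD* value 0.0832, highest control 0.0825), and in counts the groups meet at 2. CHIT1 (ENSMMUG00000008709) rose from 18.5 ± 30.4 CPM (SD, n = 6) to 377 ± 427 CPM (SD, n = 6), a log2 fold change of 4.33 (standard error 1.13, edgeR adjusted p = 0.0136). The largest decreases were those of VSTM2L, TJP3, KRT18, CST6 and FLRT3. KRT18 (ENSMMUG00000031911), a keratin gene of that mesothelial list, fell from 106 ± 75.8 to 11.4 ± 8.95 CPM (SD, n = 6 each), a log2 fold change of -3.15 (standard error 0.60, edgeR adjusted p = 0.00322).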

As expected, we identified a substantially larger number of DEGs in the *T* + *WSD* group (n = 1,903) than in the *WSD* (n = 236) and *T* (n = 2) groups (Fig. 1B; Supplementary Tables S2–S4). These findings indicate a synergistic effect of *T* and *WSD* on the WAT transcriptome, as most differential gene expression was observed in the combination treatment. 

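The DEG counts of 2 comparisons do not test whether their effects differ. The interaction of testosterone and diet tests whether their joint effect departs from the sum of the single effects in log2. In the one fit to all animals, 123 genes had an interaction adjusted p under 0.1, and 37 of the 15207 genes had one under 0.05 with a fold change over 1.5. Between *T* + *WSD* and *WSD*, the contrast for testosterone under the diet, 124 genes were called, 66 higher and 58 lower. With the mean of the mesothelial list as a covariate, 1 gene was called in this contrast, with 1609 at an unadjusted p under 0.05 against 3039 without it, and 18 in the interaction against 37, where 2116 genes were at an unadjusted p under 0.05 against 2050 without it. The list means of these 2 groups overlap in *WSD* replicate 21 alone. The log2 fold changes of *WSD* and *T* + *WSD* against *C* correlated across genes with r = 0.653, and 72.4% of the tested genes had the same sign in both. Both comparisons use the same 6 controls, and 100 simulations with unchanged groups gave a median r of 0.492 (highest 0.529) and a median of 66.5% of genes with the same sign. The simulations drew each gene independently, which understates the spread of both values. Genes are not independent replicates, so no p is given for r. From the larger number of DEGs under the combined treatment, the paper concludes that *T* and *WSD* act synergistically on the WAT transcriptome.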

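What the edgeR test recovers with 6 animals per group was tested on 5 simulated data sets of 15207 genes. Genes were drawn independently from the means, spread and library sizes of the real animals. In each set 200 genes were changed by known fold changes. At an adjusted p under 0.05, with no fold-change threshold, the edgeR test recovered 36.1% of the genes changed 1.5-fold, 56.3% of those changed 2-fold, 81.4% of those changed 3-fold and 87.5% of those changed 4-fold. In all, 647 of 991 changed genes were recovered, and 34 of the 681 genes at that adjusted p (4.99%) were unchanged. The draws leave out any variation that genes share across animals, so these rates may not hold for the real animals.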

One possible limitation of our study is the relatively small sample size that might limit our power to detect smaller effects caused by WSD and T alone. Nevertheless, we did identify biologically relevant DEGs whose regulation was driven exclusively by WSD (i.e., shared between *WSD* and *T* + *WSD*), including *GPT* (glutamic-pyruvic transaminase) and *MOGAT1* (monoacylglycerol O-acyltransferase 1) (Supplementary Tables S2 and S3). 

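GPT (ENSMMUG00000015585) was measured at 1.81 ± 0.555 CPM in *C*, 0.972 ± 0.220 in *T*, 0.611 ± 0.361 in *WSD* and 0.499 ± 0.287 in *T* + *WSD* (SD, n = 6 each). Its log2 fold change was -1.71 in *T* + *WSD* (standard error 0.39, edgeR adjusted p = 0.00688) and -1.56 in *WSD* (standard error 0.38, adjusted p = 0.131). In *T* its log2 fold change was -0.88 (standard error 0.36, adjusted p = 0.547). All 6 animals of each of these 3 groups lay below every control. MOGAT1 (ENSMMUG00000015649) rose from 0.160 ± 0.111 CPM in *C* to 1.28 ± 0.924 in *WSD* and 0.831 ± 0.800 in *T* + *WSD* (SD, n = 6 each), with 8 counts or fewer in each control and 0 to 46 in the *T* + *WSD* animals. Its log2 fold change was 2.23 in *T* + *WSD* (standard error 0.77, adjusted p = 0.0478) and 2.94 in *WSD* (standard error 0.75, adjusted p = 0.131), with 4 of 6 animals above every control in each group.

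DESeq2 called both genes in *WSD*, GPT at an adjusted p of 0.00365 and MOGAT1 at 0.0177. The *WSD* adjusted p of GPT was 0.393 with only *WSD* and *C* fitted, and that of MOGAT1 was 0.241 in the 16 libraries outside the library batch. The *T* + *WSD* call of MOGAT1 rested on *T* + *WSD* replicate 10, without which its log2 fold change was 1.61 (adjusted p = 0.184). Genes called in both *WSD* and *T* + *WSD* numbered 0 with edgeR, where 1578 genes had an unadjusted p under 0.05 and the same sign in both (a median of 147 in the simulations with unchanged groups), and 133 with DESeq2. Those simulations drew each gene independently, which understates the spread of that number.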

Altered expression of these genes has been reported in subcutaneous WAT from PCOS women^42^. Furthermore, *HCAR*2 (hydroxycarboxylic acid receptor 2) was significantly upregulated in both *T* and *T* + *WSD* groups, suggesting a WSD-independent effect of hyperandrogenemia (Supplementary Tables S2 and S4). 

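HCAR2 (ENSMMUG00000019939) was measured at 12.5 ± 5.36 CPM in *C*, 32.6 ± 8.87 in *T*, 14.8 ± 4.75 in *WSD* and 25.4 ± 8.09 in *T* + *WSD* (SD, n = 6 each). Compared with *C*, its log2 fold change was 1.41 in *T* (standard error 0.30, edgeR adjusted p = 0.231) and 1.03 in *T* + *WSD* (standard error 0.30, adjusted p = 0.0211). In 5 of 6 *T* animals and 4 of 6 *T* + *WSD* animals it exceeded every control. The *T* adjusted p was 0.00580 with DESeq2 and reached 0.635 when only the *T* and *C* animals were fitted. Without *C* replicate 1 the *T* + *WSD* adjusted p was 0.0562. The other gene of Table S4, LUC7L3 (ENSMMUG00000010117), fell from 129 ± 31.6 to 82.8 ± 9.85 CPM in *T* (SD, n = 6 each), a log2 fold change of -0.64 (standard error 0.13, adjusted p = 0.170), and was also called by DESeq2 (adjusted p = 0.00310). Its adjusted p was 0.0441 without *C* replicate 5 and 0.721 with only *T* and *C* fitted.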

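Table S5 pairs 94 genes with 6 pathways, and 91 of them were tested here, all with the sign the table gives. For PDE1C, YWHAQ and AKR1B10 the gene was found by symbol alone, and the values in Table S5 are those of another identifier in Table S2, so 88 of the 91 are the genes of the table. In *T* + *WSD*, 76 of the 91 were called, 34 higher and 42 lower, with log2 fold changes from -3.29 to 2.25, and 75 of the 88. Adjusted over the list alone, all 91 were called, which is not independent evidence since the study chose these genes on the same animals. By pathway, 21 of 22 tested genes were called for Gas, 30 of 38 for cAMP signaling, 14 of 16 for HIPPO, 12 of 13 for Wnt signaling, 12 of 15 for eicosanoid synthesis and 7 of 8 for retinol biosynthesis. The uncalled retinol gene was AKR1B10, under the identifier found by symbol. Its identifier in Table S2, ENSMMUG00000012324, was called (log2 fold change 2.75, standard error 0.73, edgeR adjusted p = 0.0151). That of YWHAQ in Table S2, ENSMMUG00000006015, has no edgeR value. Called genes were mostly higher for Gas (15 higher, 6 lower) and cAMP signaling (20 and 10) and mostly lower for eicosanoid synthesis (1 and 11), Wnt signaling (3 and 9) and retinol biosynthesis (1 and 6). For HIPPO, 6 were higher and 8 lower. Activation scores were not computed here. In the 16 libraries outside the library batch, an alternative chosen after seeing the data that leaves 4 animals per group, 4 of the Table S5 genes were called.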

Ingenuity pathway analysis (IPA) of DEGs in the *T* + *WSD* group identified activation of the G-coupled receptor G_as_/cAMP, LXR/RXR, and HIPPO signaling pathways, whereas the eicosanoid, Wnt signaling, and retinol biosynthesis pathways were downregulated (Fig. 1C and Supplementary Table S5). No significantly differentially regulated pathways were identified in the *WSD* and *T* groups.

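Of the 91 tested genes of Table S5, 0 were called in *WSD*, where 45 had an unadjusted p under 0.05 (smallest adjusted p = 0.131), and 0 in *T*, where 22 had an unadjusted p under 0.05 (smallest adjusted p = 0.231). Adjusted over the list alone, 12 were called in *WSD* and 1 in *T*. They changed in the direction of *T* + *WSD* in 89 cases in *WSD* and 80 in *T*. These genes were chosen for their difference between *T* + *WSD* and the shared controls, which by itself raises such counts.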

**Figure 1:**
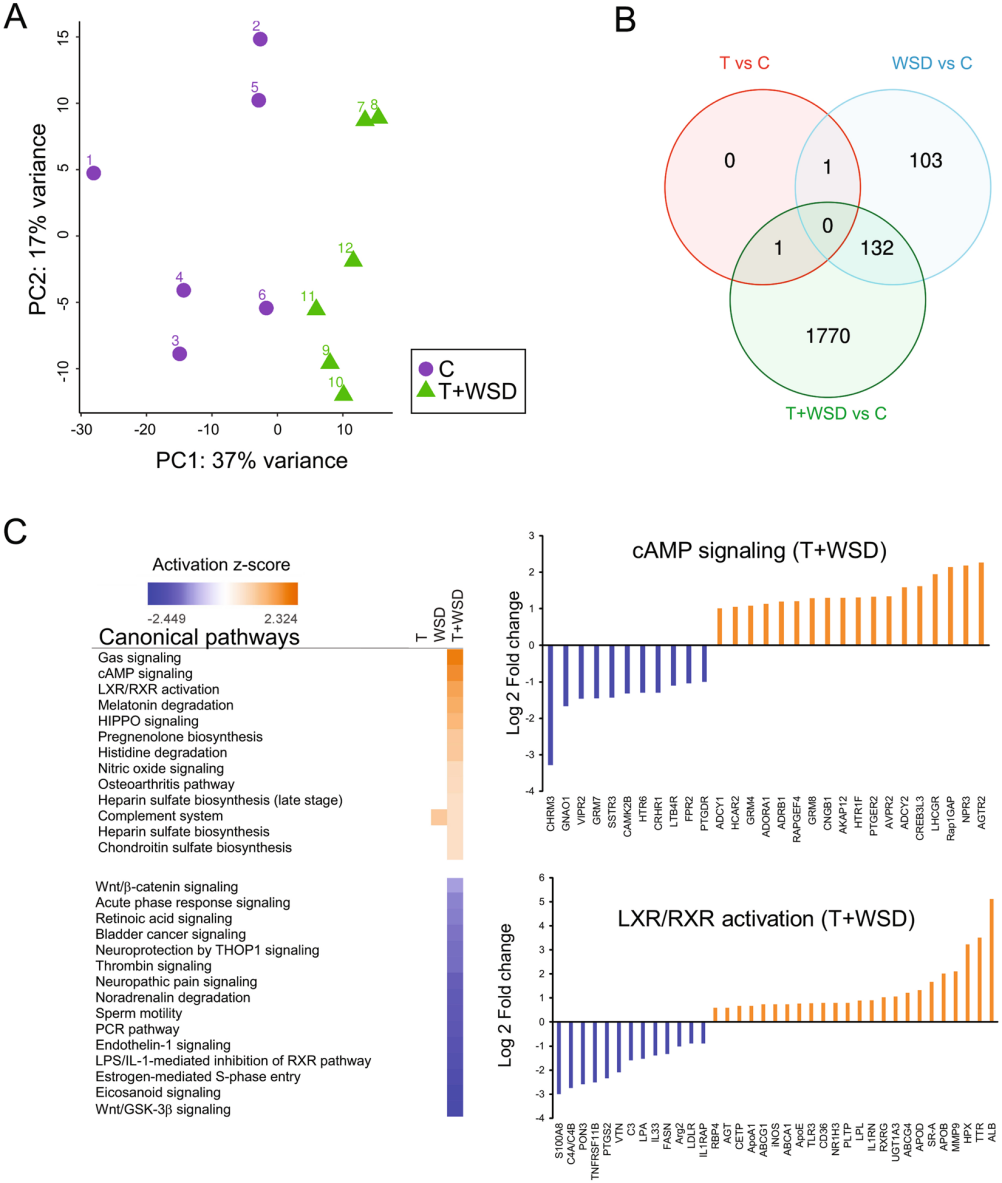
Individual and combined effects of *T* and *WSD* on gene expression in omental WAT. (**A**) Principal component analysis (PCA) of gene expression including the 500 most variable genes among the 12 samples (n = 6 samples per each group) showing segregation of controls (*C*) and *T* + *WSD*. (**B**) Venn diagram showing the overlap between DEGs in the three independent comparisons: *T* (red), *WSD* (blue) and *T* + *WSD* (green) using a fold change cutoff of 1.5 and an FDR cutoff of 0.05. (**C**) Pathway analysis using IPA of DEGs in the *T* + *WSD* group. IPA assigns an activation score based on biological relevance and the number of genes in the canonical pathway. “Log Ratio” is calculated as Log_2_ (fold change) in gene expression compared to control. Orange, activated pathways; blue, inhibited pathways; no color, no change in activation state.

### Combined *T* + *WSD* has a synergistic effect on a subset of genes

In order to identify genes for which the combined *T* + *WSD* treatment had a synergistic effect on expression, we looked at the interaction term of testosterone and WSD, utilizing the DESeq. 2 package^48^. Genes exceeding a significance threshold of an adjusted p-value < 0.1 in the interaction and also showing the same direction of log fold change in expression in the “*T* vs *C*” and “*T* + *WSD* vs *WSD*” comparisons were considered to be significantly synergistically regulated. 

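The interaction contrast compares the effect of testosterone under the Western-style diet (*T* + *WSD* against *WSD*) with its effect under the control diet (*T* against *C*). With edgeR, 123 genes had an interaction adjusted p under 0.1, 79 with a positive and 44 with a negative coefficient. In each of the 123 genes the testosterone effects in the 2 diets had opposite signs, so 0 genes met the paper's rule of equal signs, while 2050 genes had an unadjusted interaction p under 0.05. DESeq2 gave 481 interaction genes and 12 with equal signs, and edgeR on the 16 libraries outside the library batch, an alternative chosen after seeing the data, gave 2 and 0. Without *WSD* replicate 21, edgeR gave 527 interaction genes and 20 with equal signs. Without *T* replicate 15 it gave 40 and 0. In the 24 fits that each left out 1 animal, the number of interaction genes moved by more than 1.5 times in 20, and 1 gene with equal signs was called without *C* replicate 1, 4 or 6, *T* replicate 17 or *WSD* replicate 19.

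Of the 11 genes in Table 1, CDC42BPA, ERC1, FTL, KLF8, NIN, RYR2, VPS13C and ZNF589 had positive interaction coefficients, with log2 values from 0.29 (ERC1) to 2.20 (RYR2), and CCT8, DDT and PHB2 negative ones, from -1.09 (DDT) to -0.39 (CCT8). Their edgeR adjusted p values lay between 0.111 (FTL) and 0.219 (VPS13C). Adjusted over the list alone, all 11 were below 0.1, which is not independent evidence since the list was chosen on these animals. DESeq2 gave adjusted p values under 0.1 for all 11, from 0.0239 (FTL) to 0.0977 (NIN). FTL (ENSMMUG00000003909) was measured at 353 ± 78.0 CPM in *C*, 379 ± 38.9 in *T*, 385 ± 63.7 in *WSD* and 696 ± 113 in *T* + *WSD* (SD, n = 6 each). RYR2 (ENSMMUG00000001060) was measured at 4.01 ± 2.89, 4.12 ± 2.55, 2.56 ± 1.01 and 12.1 ± 3.70 CPM (SD, n = 6 each) in the same order of groups. PHB2 (ENSMMUG00000010205) was measured at 52.3 ± 6.55 CPM in *C*, 51.8 ± 6.11 in *T*, 64.1 ± 14.2 in *WSD* and 41.7 ± 2.33 in *T* + *WSD* (SD, n = 6 each). All 6 *T* + *WSD* animals lay above every control for FTL, KLF8, VPS13C, ZNF589 and CDC42BPA, and below every control for DDT. From equal signs and an interaction under its threshold, the paper reasons that these genes are synergistically regulated.

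**Figure D2:**
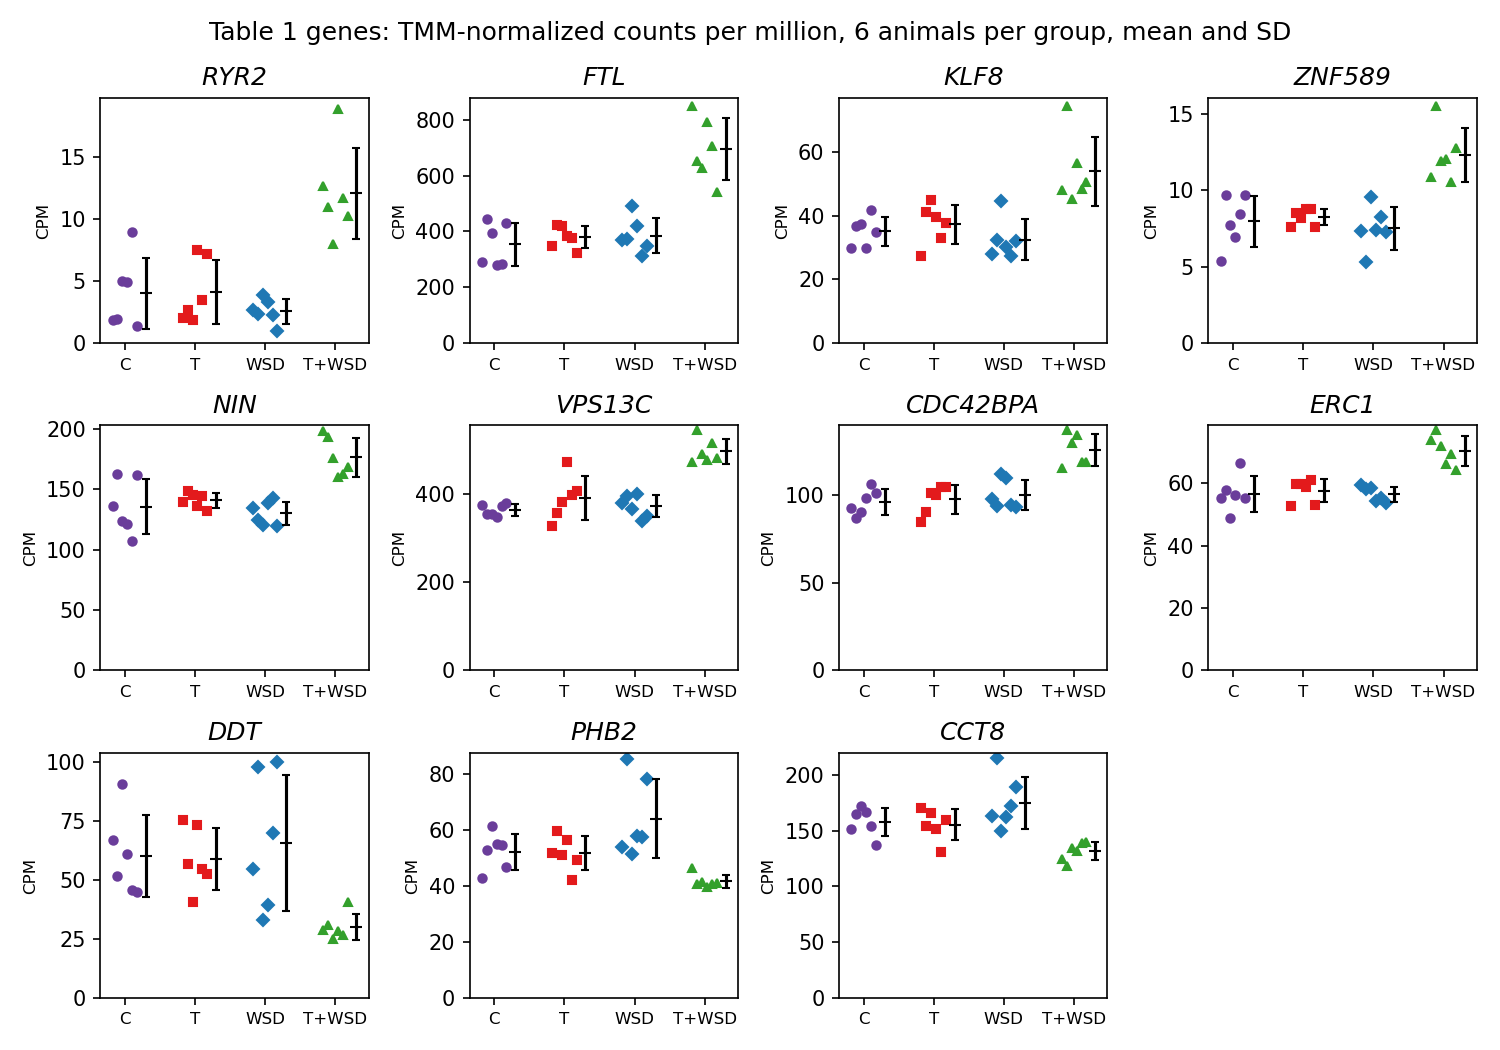
TMM-normalized expression in CPM (y axis, from 0) of the 11 genes of Table 1 in each of the 24 animals, by group. Bars are the mean and SD of 6 animals. The *T* means lie close to those of *C*, as for FTL (379 against 353 CPM).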

We identified 8 up-regulated genes (*CDC42BPA*, *ERC1*, *FTL*, *KLF8, NIN*, *RYR2*, *VPS13C*, and *ZNF589*) and 3 down-regulated genes (*CCT8*, *DDT* and *PHB2*) as a result of *T* + *WSD* treatment (Table 1, Supplementary Table S6 and Supplementary Fig. S2A). 

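An unadjusted interaction p under 0.1 was reached by 3180 genes, 20.9% of those tested. The testosterone effect had the same sign in both diets in 433 of them (13.6%), against 53.9% of all tested genes, and of these 275 had a negative and 158 a positive interaction coefficient. DESeq2 gave 481 genes with an unadjusted interaction p under 0.1 and the same sign in both diets.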

We additionally performed pathway analysis including genes possibly showing a synergistic effect due to treatment, for which the unadjusted p-value was <0.1, in order to identify possible trends. Interestingly, this analysis showed that genes synergistically downregulated were enriched in cholesterol biosynthesis, glycolysis and gluconeogenesis, and SREBP signaling pathways (Supplementary Fig. S2B).

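Instead of EnrichR, whose libraries were not used here, 4 gene lists fixed before the counts were examined were tested on the interaction contrast with limma's camera on voom values, with Benjamini-Hochberg adjustment over the 4 lists. The cholesterol, glycolysis and SREBP themes are those the paper had found in these same animals. The tests of these lists are therefore not independent evidence. Cholesterol biosynthesis genes (17 tested) had a median interaction log2 value of -0.52 (camera adjusted p = 1.6e-04) and were negative in 16 of 17. Glycolysis and gluconeogenesis genes (30 tested) had a median of -0.63 (adjusted p = 6.1e-06), with 26 of 30 negative, and SREBP targets (21 tested) a median of -0.56 (adjusted p = 1.6e-04), with 17 of 21 negative. Proteasome genes (28 tested) had a median of -0.30 (adjusted p = 1.5e-11), all 28 negative. These tests did not apply the paper's rule of equal signs. For glycolysis, the median log2 testosterone effect was 0.07 under the control diet and -0.54 under the Western-style diet. It was negative under both for the other lists. In *WSD* and *T* + *WSD* compared with *C*, the median was 0.41 and -0.10 for glycolysis and 0.03 and -0.65 for cholesterol. It was 0.44 and -0.39 for SREBP targets and 0.22 and -0.14 for the proteasome. Camera assumes a correlation of 0.01 between genes. With the correlation estimated from these animals, none of the 4 lists had an adjusted p under 0.05 (from 0.176 to 0.190). With limma's fry, the proteasome list did (adjusted p = 0.0487), and the glycolysis (0.0698), cholesterol (0.104) and SREBP lists (0.105) did not. Over all genes, 1 single gene of the cholesterol list and none of the other 3 lists had an interaction adjusted p under 0.1. At an unadjusted p under 0.05 there were 4 genes of the cholesterol list, 9 of glycolysis, 5 of SREBP targets and 15 of the proteasome. Adjusted over the list alone, the numbers under 0.1 were 2, 6, 0 and 18.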

**Table 1:** Synergistic regulation of gene expression by T and WSD in omental WAT.

Gene name	Gene description	Gene ID	Log2FC	p-value
**Upregulated genes**				
RYR2	Ryanodine Receptor 2	ENSMMUG00000001060	2.22	0.0328
FTL	Ferritin Light Chain	ENSMMUG00000003909	0.77	0.0246
KLF8	Kruppel Like Factor 8	ENSMMUG00000014678	0.65	0.0925
ZNF589	Zinc Finger Protein 589	ENSMMUG00000021607	0.61	0.0796
NIN	Ninein	ENSMMUG00000014658	0.40	0.0992
VPS13C	Vacuolar Protein Sorting 13 Homolog C	ENSMMUG00000001362	0.33	0.0662
CDC42BPA	CDC42 Binding Protein Kinase Alpha	ENSMMUG00000008638	0.32	0.0942
ERC1	ELKS/RAB6-Interacting protein	ENSMMUG00000010933	0.31	0.0992
**Downregulated genes**				
DDT	D-Dopachrome Tautomerase	ENSMMUG00000004552	−1.07	0.0891
PHB2	Prohibitin	ENSMMUG00000010205	−0.58	0.0548
CCT8	Chaperonin Containing TCP1 Subunit	ENSMMUG00000003023	−0.37	0.0931

Genes surpassing a significance threshold of an adjusted p-value < 0.1 in the interaction and also showing the same direction of log fold change in expression in the individual treatment contrasts “*T* vs *C*” and “*T* + *WSD* vs *WSD*” were considered significant synergistic genes. Log2Ratio” is calculated as Log2 (fold change) in gene expression.

### Correlation between gene expression and visceral adipocyte size

We previously demonstrated that *T* + *WSD* treatment leads to an increase in visceral adiposity and omental adipocyte size^35,36^. We therefore tested if the differential gene expression described in the present study is related to adipocyte size. Using a Spearman correlation analysis, we found that the expression of 235 genes exhibited significant association with adipocyte area (adjusted p < 0.05; Supplementary Table S7). Consistent with a previous report^49^, the expression of the leptin (*LEP*) gene correlated positively with omental adipocyte area (Fig. 2). Similarly, the expression of *PLIN3* showed a positive association with adipocyte area. In contrast, the expression of *DDT* and *WNT3* genes correlated negatively with adipocyte area (Fig. 2). 

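Adipocyte areas per animal were not analysed here, and the expression behind these relations is given by group. LEP (ENSMMUG00000005322) was measured at 272 ± 229 CPM in *C*, 284 ± 285 in *T*, 615 ± 507 in *WSD* and 1255 ± 360 in *T* + *WSD* (SD, n = 6 each). Its log2 fold change in *T* + *WSD* was 2.20 (standard error 0.74, edgeR adjusted p = 0.0442), with 5 of 6 animals above every control, and the call was lost without *C* replicate 3 (log2 fold change 2.04, adjusted p = 0.0944). It was also lost when only *T* + *WSD* and *C* were fitted (adjusted p = 0.0555). PLIN3 (ENSMMUG00000014816) rose from 21.4 ± 8.11 CPM in *C* to 39.9 ± 18.1 in *T* + *WSD* (SD, n = 6 each), a log2 fold change of 0.89 (standard error 0.26, adjusted p = 0.0217), with 3 of 6 animals above every control. Without *T* + *WSD* replicate 10 that log2 fold change was 0.66 (adjusted p = 0.0741), and with only *T* + *WSD* and *C* fitted the adjusted p was 0.0689. DESeq2 gave the smallest adjusted p over the alternatives, 0.00919 for LEP and 0.00664 for PLIN3.

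WNT3 (ENSMMUG00000020809) fell from 7.61 ± 3.37 CPM in *C* to 2.73 ± 0.361 in *T* + *WSD* (SD, n = 6 each), a log2 fold change of -1.47 (standard error 0.35, adjusted p = 0.00942), and DDT (ENSMMUG00000004552) from 60.1 ± 17.2 to 30.1 ± 5.53 CPM (SD, n = 6 each), a log2 fold change of -1.001 (standard error 0.24, adjusted p = 0.009995). For both genes every *T* + *WSD* animal lay below every control.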

Interestingly, *DDT* expression exhibited synergistic regulation by *T* and *WSD* (Table 1). Thus, it appears that the expression of a particular subset of genes is significantly associated with visceral adipocyte size.

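DDT was measured at 58.8 ± 13.1 CPM in *T* and 65.6 ± 28.7 in *WSD* (SD, n = 6 each). Testosterone changed it by a log2 fold change of -0.03 under the control diet (standard error 0.24, edgeR adjusted p = 0.987) and of -1.13 under the Western-style diet (standard error 0.24, adjusted p = 0.0320). The difference of these effects was -1.09 (standard error 0.34, interaction adjusted p = 0.162, which was 0.0877 with DESeq2). The interaction adjusted p was 0.0557 without *WSD* replicate 21, 0.196 with upper-quartile normalization and 0.564 in the 16 libraries outside the library batch.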

**Figure 2:**
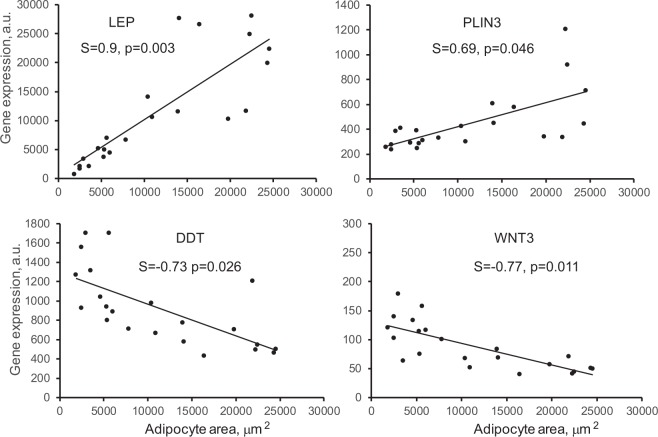
Correlation between omental adipocyte area and gene expression. Gene expression is indicated in arbitrary units (A.U.). Linear regression was determined for the combined pool of 24 samples (4 groups). Spearman correlation coefficient (S) and adjusted p-values are indicated.

### Exposure to hyperandrogenemia and WSD is associated with global changes in DNA methylation

We also examined whether DNA methylation was altered in visceral WAT as a consequence of the various treatments by performing reduced-representation bisulfite sequencing (RRBS), which allows for quantitative, single-base resolution analysis of the portion of the genome enriched in genes and CpG islands^50^. First, we observed global differences between the *T* + *WSD* and *C* groups as shown by PCA (Fig. 3A). As expected, the combination of hyperandrogenemia and WSD caused more global changes in DNA methylation than either treatment alone (Supplementary Fig. S1B). Indeed, when we identified differentially methylated regions (DMRs) between each treatment group and controls, the highest number of DMRs was found in the *T* + *WSD* group (n = 574), followed by the *WSD* (n = 163) and *T* (n = 73) groups (Fig. 3B**;** Supplementary Tables S8–S10). In the *T* + *WSD* group, 57% of the DMRs were found to overlap with genes, with a portion of them (17%) located in promoters (Fig. 3C). Pathway analysis using GOrilla^51^ indicated that genes overlapping with DMRs were enriched for cellular metabolic and cAMP-signaling GO biological processes (Supplementary Table S11), indicating an overlap with pathways enriched in DEGs (Fig. 1C). There was no significant correlation between promoter methylation and adipocyte area (Spearman correlation, adjusted p < 0.05).

**Figure 3:**
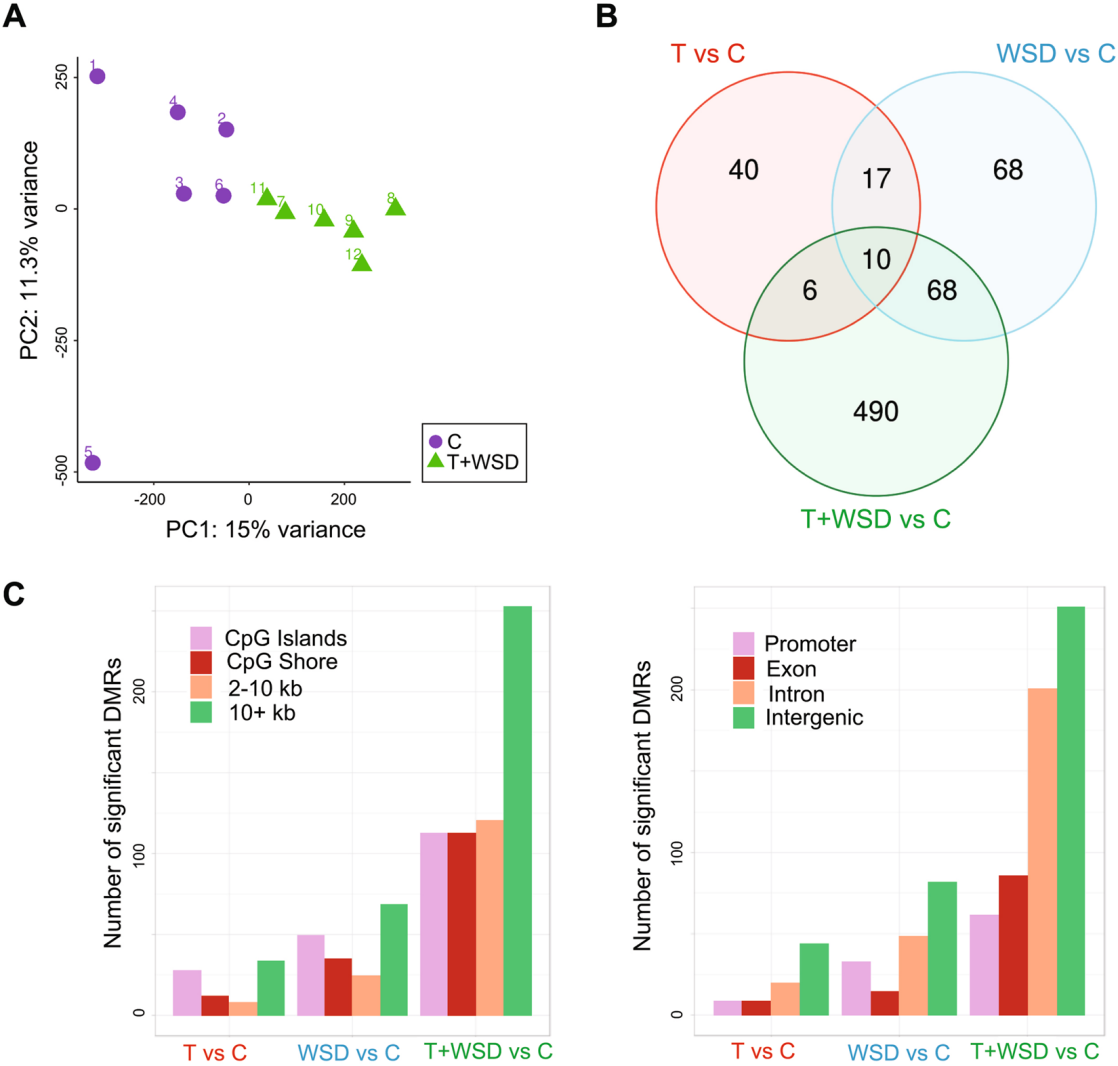
Individual and combined effects of *T* and *WSD* on DNA methylation in omental WAT. (**A**) PCA of DNA methylation for *C* and *T* + *WSD* showing the segregation of these two groups. (**B**) Venn diagram representing the overlap between DMRs (10% methylation difference cutoff and an adjusted p-value cutoff of 0.05) using the same independent comparisons and color coding as for the RNAseq [*T* (red), *WSD* (blue) and *T* + *WSD* (green)]. (**C**) Number of significant DMRs in various genomic features (left) and genomic regions (right).

### Limited correlation between differential gene expression and DNA methylation

Increased gene expression has been traditionally associated with promoter hypomethylation and gene body hypermethylation^52,53^. Since we observed both global differential expression and methylation, we sought to explore the relationship between these effects. We first investigated the global relationship between gene expression and promoter methylation in our study groups. To do this, we considered genes from the differential gene-expression analysis that also possessed at least one CpG with a minimum of 10X coverage in the promoter region (i.e., 3 kbp upstream from the transcription start site (TSS)). This resulted in about 11,000 genes for which we could define both an expression value and an average promoter methylation percent value. We observed a trend for an inverse correlation between gene expression and promoter methylation within each sample group (Spearman correlation value of approximately −0.2) (Supplementary Fig. S3).

We then identified genes that were both differentially expressed and differentially methylated in response to the different treatments. Specifically, we identified 63 DEGs in the *T* + *WSD* group that also overlapped or were within 5 kb of a DMR. Of these DEGs, 12 showed differential methylation at the promoter region and 9/12 displayed an inversed correlation between methylation and expression (i.e., hypomethylation with increased expression and hypermethylation with decreased expression, Table 2). 

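The expression side of Table 2 was recomputed, and the methylation values were not analysed here. Of the 12 genes with a promoter DMR, 11 were tested and 10 called in *T* + *WSD*, 2 higher and 8 lower, and all 11 had the sign given in the table. C21orf58 (ENSMMUG00000039473, C3H21orf58 in the gene name table) rose most, from 0.219 ± 0.120 to 1.18 ± 0.354 CPM (SD, n = 6 each), a log2 fold change of 2.42 (standard error 0.38, edgeR adjusted p = 0.00226). Among the 11 tested, MISP (ENSMMUG00000022878) fell most, from 4.61 ± 4.46 to 0.538 ± 0.387 CPM (SD, n = 6 each), a log2 fold change of -2.90 (standard error 0.68, adjusted p = 0.00860). For MATN3 (ENSMMUG00000001579) the log2 fold change was 1.14 (standard error 0.44, adjusted p = 0.0755), and its adjusted p was 0.0325 without *C* replicate 5, 0.0485 with DESeq2, which called it, and 0.540 in the 16 libraries outside the library batch. CTXN1 was not called without *C* replicate 1 (adjusted p = 0.0753) and GATA5 not without *T* + *WSD* replicate 8 (adjusted p = 0.0654). DESeq2 gave CTXN1 an adjusted p of 0.00351 and GATA5 one of 0.0103. MAB21L2, with 1024 counts in all, did not pass the filter on low counts and was called by DESeq2 (log2 fold change -6.47, standard error 2.07, adjusted p = 0.0154). Among the 11 tested genes, expression changed against the direction of methylation in Table 2 in 8, of which 7 were called. From the pairs in Table 2, the paper states an inverse relation for most promoter DMRs.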

Hypermethylation in gene bodies has traditionally been associated with activation of transcription. 

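Table 2 lists 54 *T* + *WSD* genes with a DMR in an exon or intron, including 5 whose DMR also reached a promoter. Of these, 52 were tested and all had the sign of the table, with log2 fold changes from -2.76 to 2.42. With edgeR 44 were called, 26 higher and 18 lower. PMEPA1, APLNR, SSTR3, PDZK1IP1, NAV1, HTRA1, GRM7 and WNT7B were not called, and MAB21L2 and GATA4 did not pass the filter on low counts. Expression went against the methylation change in 32 of the 52, of which 28 were called. Where methylation rose, 24 genes were tested and 20 called, 9 higher and 11 lower. Over all 59 tested genes of the table in *T* + *WSD*, 50 were called, and all 59 when adjusted over the list alone, which is not independent evidence since the list was chosen on these animals. In the 16 libraries outside the library batch, 6 of the genes in Table 2 were called.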

We observed that 26 of the 54 DMRs found in gene bodies were hypermethylated and 13 of those were indeed associated with increased gene expression, while 28 genes showed a “promoter-like” inverse correlation between methylation and expression (i.e., hypomethylated DMRs and increased expression, or vice versa, Table 2). The latter relationship has been reported to correspond to alternative promoters or active enhancer regions^53^. Using the LiftOver tool from the UCSC browser, we converted these 54 DMRs from the rhesus to the human genome (hg38), for which functional annotations are available through the ENCODE project^54^. We observed that DMRs in up-regulated genes corresponded more often than expected by chance to DNase I hypersensitive sites in the human genome (p-value 0.0115, Fisher’s test, two tails), suggesting that these regions might behave as transcription factor (TF) binding sites.

**Table 2:** Correlations between gene expression and DNA methylation in omental WAT.

*T* + *WSD* vs *C*					
Symbol	Region	Methyl1	Methyl2	Log2FC	Correlation
C21orf58	P, I	−23.4		2.5	Inverse
MATN3	P	−18.5		1.2	Inverse
CD93	P, E	−18.6	−17.1	1.0	Inverse
CTXN1	P, E	20.6		−1.5	Inverse
SMTNL2	I, P	19.6	32.1	−2.0	Inverse
RNF227	P	26.9		−2.2	Inverse
TRIM29	P	19.4		−2.6	Inverse
MISP	P	20.3		−3.0	Inverse
MAB21L2	P, E	21.1		−6.5	Inverse
GATA5	P	−12.8		−1.3	Direct
SHF	P	−12.8		−1.7	Direct
SLC6A3	P	−14.4		−2.0	Direct
GUCY2D	E, I	−17.7		1.8	Inverse
CCDC3	I	−12.9		1.8	Inverse
MYH7B	I	−19.4		1.5	Inverse
ADCYAP1R1	I	−16.5		1.4	Inverse
GALNT17	I	−31.4		1.3	Inverse
EPAS1	I	−18.6	−16.1	1.0	Inverse
PMEPA1	I	−20.3		1.0	Inverse
APLNR	E	−17.1		1.0	Inverse
KIF21B	I	−14.2		1.0	Inverse
ADGRG1	I	−16.1		1.0	Inverse
PECAM1	I	−22.2		0.9	Inverse
NDST1	I	−26.4		0.9	Inverse
HSPA12A	I	−19		0.9	Inverse
MYO9B	I	−13.2		0.7	Inverse
PTPRG	I	−21.3		0.6	Inverse
RASA3	I	−19.2		0.6	Inverse
TSPAN14	I	−23		0.6	Inverse
EFNA5	I	24.3	24.4	−0.7	Inverse
BAIAP2	I	17.9	18.7	−0.7	Inverse
MST1R	E, I	18.3		−0.7	Inverse
MCU	I	34.3		−0.9	Inverse
SLC9A3R1	I	25.2		−1.2	Inverse
GATA6	E, I	23.9		−1.3	Inverse
SSTR3	I	20.7		−1.4	Inverse
C3	I	26.4		−1.6	Inverse
PDZK1IP1	E, I	26		−2	Inverse
LMO7	I	29.7		−2.5	Inverse
KRT8	I	14.5		−2.8	Inverse
IL4I1	I	24.9		2.3	Direct
ITGAX	E, I	16.2		1.8	Direct
NAV1	E, I	18.5	11.9	1.1	Direct
NEK6	I	10.3		1.0	Direct
STAB1	I	14.2		1.0	Direct
RPH3AL	I	15.5	24.4	1.0	Direct
NOS3	E	19.1		0.9	Direct
MAP7D1	E, I	13.5		0.7	Direct
GSE1	I	22		0.7	Direct
CAMKK2	I	18.7		0.7	Direct
HTRA1	E, I	19		0.6	Direct
FAM178B	I	−17.7		−1.1	Direct
ROR2	I	−18		−1.2	Direct
MKX	E, I	−13.1		−1.3	Direct
EBF4	E, I	−11		−1.4	Direct
GRM7	I	−16.7		−1.5	Direct
VIPR2	I	−15.1		−1.5	Direct
TNK1	E, I	−23.6		−2.0	Direct
WNT7B	I	−13.3		−2	Direct
S1PR5	E	−21.3		−2.3	Direct
GATA4	I	−12.5		−2.7	Direct
***WSD*** **vs** ***C***					
HOXA10	I	19		−4.0	Inverse
CCDC3	I	−14.5		1.4	Inverse

Genes with inverse or direct correlation between expression levels and DNA methylation changes in indicated genome regions. P, promoter; E, exon; I, intron; Methyl, differentially methylated region (DMR); Log2Ratio” is calculated as Log2 (fold change) in gene expression in “*T* + *WSD*” or “*WSD*” groups compared to the control (“*C*”). The DMRs are more than 1 bp in length and it is possible for them to overlap more than 1 gene region. For example, the DMR might span an exon/intron junction, or a promoter/1st exon junction.

While no association between differential methylation and gene expression was apparent for DEGs and DMRs from the *T* group, we identified two genes (*HOXA1* and *CCDC3*) that showed an inverse correlation between expression and methylation in the *WSD* group, with both DMRs being intronic (Table 2). 

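CCDC3 (ENSMMUG00000007820) rose from 81.5 ± 31.7 to 208 ± 117 CPM in *WSD* (SD, n = 6 each), a log2 fold change of 1.36 (standard error 0.38, edgeR adjusted p = 0.131), with 3 of 6 animals above every control. DESeq2 called it in *WSD* at an adjusted p of 0.0286. With only *WSD* and *C* fitted its adjusted p was 0.393. HOXA10 (ENSMMUG00000013459), the other *WSD* gene of Table 2, was measured at 15.1 ± 21.8 CPM in *C* and 0.911 ± 0.643 in *WSD* (SD, n = 6 each). Its log2 fold change was -3.95 (standard error 1.29, edgeR adjusted p = 0.148). The controls ran from 0.126 to 45.4 CPM, and 0 of 6 *WSD* animals lay below every control. DESeq2 called it at an adjusted p of 0.0286.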

In conclusion, although we see a large global effect of *T* + *WSD* treatment on both DNA methylation and gene expression, only a portion of differentially expressed genes also exhibited differential DNA methylation.

### *In silico* analysis of interactions between transcription factors and DMRs

Studies show that interactions between TFs and promoter regions can occur over long genomic distances through 3D chromatin structural rearrangement^55^. Given the lack of a strong correlation between differential methylation and differential gene expression reported in the present study, we hypothesized that a portion of DMRs can bind TFs and act as distal regulators of gene expression. To test this hypothesis, we employed *in silico* analysis using the Genomic Regions Enrichment of Annotations Tool (GREAT) that associates each gene with a ‘regulatory domain’ defined as 5 kb upstream and 1 kb downstream from the TSS and an extension within 1 Mb up to the regulatory domain of the nearest upstream or downstream genes^56^. While no pathways were enriched in the *T* and *WSD* groups, the analysis identified several pathways of interest in the *T* + *WSD* group, including those regulating notch signaling, unsaturated fatty acid metabolism, and estrogen response (Fig. 4A). However, when we excluded long-distance regulatory domains (i.e., 1 Mbp) from the analysis, these pathways were no longer detected, suggesting that these biologically relevant processes are enriched for DMRs that act as distal regulators (Supplementary Fig. S4).

**Figure 4:**
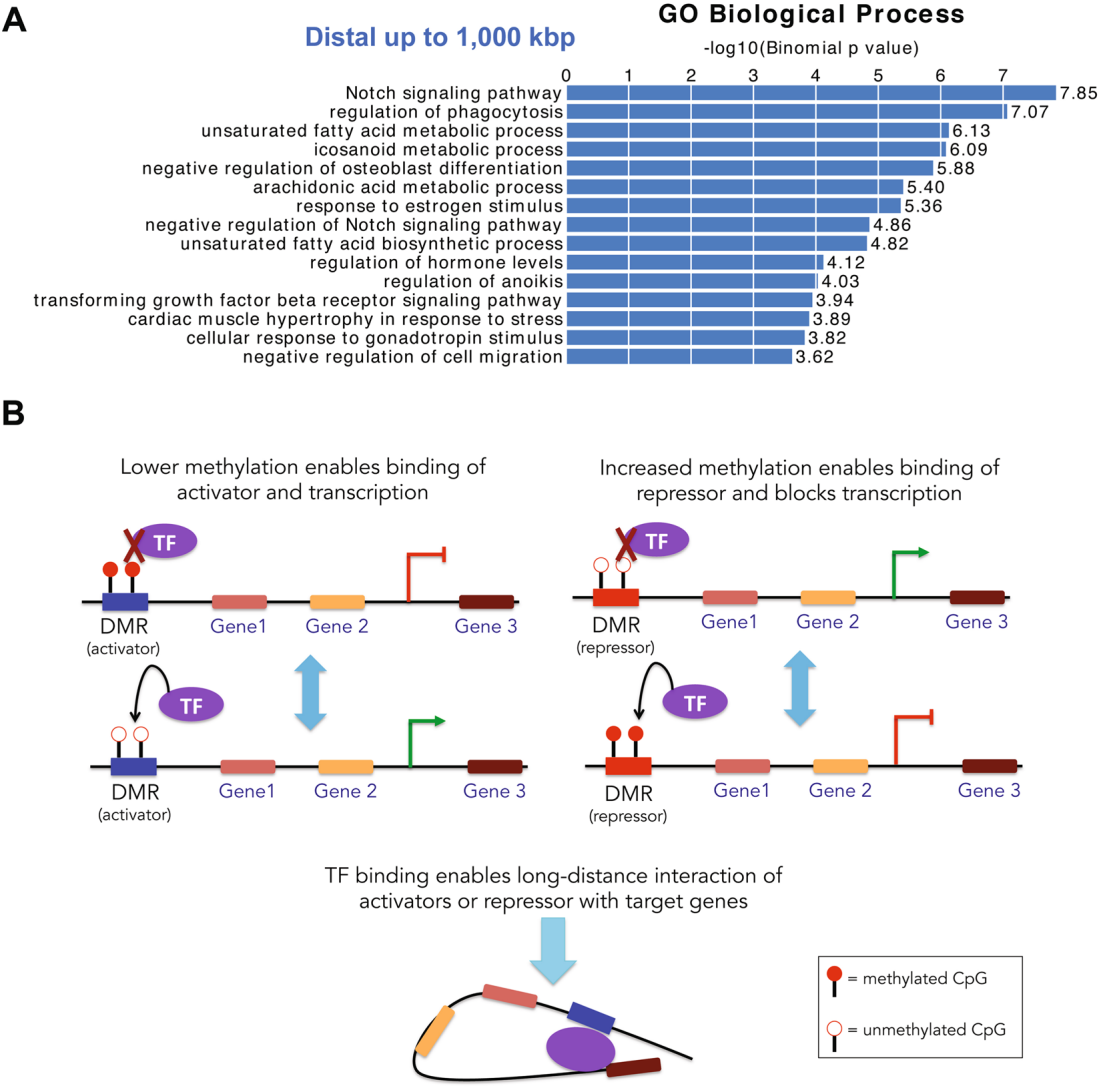
DMRs distally located with respect to genes are enriched in biologically relevant pathways. (**A**) Pathways analysis using the Genomic Regions Enrichment of Annotations Tool (GREAT) that associates each gene with a ‘regulatory domain’ defined as a genomic region 5 kb upstream and 1 kb downstream from the TSS and an extension within 1 Mb up to the regulatory domain of the nearest upstream or downstream gene. (**B**) Schematic model depicting methylation-dependent modulation of TF binding to distal regulatory domains. Left diagram, hypermethylation of an *activator* inhibits, while hypomethylation of an *activator* facilitates TF binding, resulting in transcriptional repression or activation, respectively. Right diagram, particular TFs bind hypermethylated repressors, leading to transcriptional repression, while hypomethylation has the opposite effect on transcription. Bottom diagram, TF binding to a regulatory domain enables long-distance interactions with the target genes through 3D chromatin structural rearrangement.

To identify potential TF binding motifs involved in distal regulation, we performed *in silico* motif enrichment analysis using the Hypergeometric Optimization of Motif Enrichment (HOMER) bioinformatic tool^57^. We identified several significantly enriched motifs in the DMRs from the *T* + *WSD* group (Supplementary Table S12), while no significant enrichment was found for the *T* and *WSD* groups. Among the significantly enriched motifs identified in the present study, one interesting example is the Recombination Signal Binding Protein for Immunoglobulin Kappa J (RBPJ, Supplementary Table S12). Using BLASTn, we determined that the nucleotide sequence of the rhesus macaque *RBPJ* gene is 95% identical to human. Furthermore, BLASTp analysis showed that human and rhesus RBPJ proteins are 99% identical. This provides strong support that our RBPJ motif enrichment translates to our rhesus model. Using EnrichR^58^, we also determined that the promoters of DEGs in the *T* + *WSD* group were significantly enriched for the RBPJ binding motif, suggesting that the differential binding of this TF may regulate gene expression. Thus, this computational analysis suggests that DMRs may act as distal regulators through binding of biologically relevant TFs and that changes in methylation due to treatment (*T* + *WSD*) may modulate the binding of TFs, ultimately impacting gene expression (Fig. 4B).

## Discussion

One of the many challenges that hinders our understanding of the pathophysiology of PCOS is dissecting out the relative contribution of hyperandrogenemia and diet in the etiology of this multifactorial disease. The role of hyperandrogenemia and diet-induced obesity as the potential co-drivers of metabolic, adipose-specific^35,36^, and reproductive^38,39^ phenotypes has been demonstrated in our recent NHP studies. These studies established that the combination of hyperandrogenemia and WSD induces greater metabolic (obesity and insulin resistance) and adipose-specific (visceral adipocyte hypertrophy, increased lipid storage, and reduced lipolysis) dysfunction than either treatment alone^35,36^. These and other findings^32–34^ raise the intriguing possibility that hyperandrogenemia alone does not induce weight gain and metabolic dysfunction in young females unless combined with an obesogenic diet.

Our previous NHP studies demonstrated that the combination of hyperandrogenemia and WSD induces intra-abdominal visceral adiposity, as evidenced by the significant enlargement of omental adipocytes^36^. An increase in visceral adiposity has previously been linked to the pathophysiology of insulin resistance in PCOS patients^10–12^, while the mechanisms remain poorly understood. One possibility is that the combination of hyperandrogenemia and WSD induces the masculinization of fat depots in females, leading to increased lipid storage in visceral WAT and decreased lipid storage in subcutaneous WAT^59^. The latter plays a positive role in metabolism, while the redirection of lipid stores from the subcutaneous to the visceral WAT depot is associated with metabolic syndrome^60^. Mechanistically, hyperandrogenemia in the presence of WSD increases insulin-stimulated FFA uptake and inhibits lipolysis in omental WAT, favoring the development of intra-abdominal obesity in NHPs^36,59,61^, while the mechanism remains poorly understood.

The present study was designed to address the potential mechanisms regulating visceral adiposity in the NHP model. We first showed that *T* + *WSD* induces a greater transcriptional response in omental WAT than either treatment alone. 

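In *T* + *WSD* compared with *C*, NRCAM (ENSMMUG00000021293) rose from 3.37 ± 3.89 to 72.8 ± 34.7 CPM (SD, n = 6 each), a log2 fold change of 4.44 (standard error 0.78, edgeR adjusted p = 0.00294). SVEP1 (ENSMMUG00000047960) rose from 512 ± 153 to 1263 ± 392 CPM (SD, n = 6 each), a log2 fold change of 1.30 (standard error 0.23, adjusted p = 0.00294). For both genes all 6 *T* + *WSD* animals lay above every control. DKK2 (ENSMMUG00000001630) rose from 3.25 ± 1.32 to 12.9 ± 6.72 CPM (SD, n = 6 each), a log2 fold change of 1.95 (standard error 0.51, adjusted p = 0.0138), with 4 of 6 animals above every control. DMAP1 (ENSMMUG00000011645) fell from 26.9 ± 2.33 to 22.2 ± 1.13 CPM (SD, n = 6 each), a log2 fold change of -0.27 (standard error 0.08, adjusted p = 0.0232), with all 6 animals below every control. That change is smaller than the fold-change threshold of 1.5 that defines a DEG.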

Interestingly, several of the DEGs that we detected in rhesus visceral WAT, including *DKK2, SVEP1, NRCAM, GPT*, and *DMAP1*, were previously reported to be differentially expressed in subcutaneous WAT of PCOS women^42^, confirming that our model is recapitulating some of the transcriptional changes observed in this disease, albeit in different depots. In addition, we observed that *T* + *WSD* treatment induced the upregulation of several lipid metabolism genes, including the fatty acid transporter *CD36*, fatty acid binding protein 4 (*FABP4*), triglyceride synthesis enzyme *MOGAT1*, and lipid droplet protein perilipin 3 (*PLIN3*), which collectively have a positive effect on FFA uptake and triglyceride storage in WAT. 

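CD36 (ENSMMUG00000042946) was measured at 1460 ± 627 CPM in *C* and 2484 ± 476 in *T* + *WSD* (SD, n = 6 each), a log2 fold change of 0.77 (standard error 0.28, edgeR adjusted p = 0.0651), with 5 of 6 animals above every control. DESeq2 gave it an adjusted p of 0.0333, and the adjusted p was 0.0958 with only *T* + *WSD* and *C* fitted and 0.194 in the 16 libraries outside the library batch. Of 2 genes with the symbol FABP4, the one in the paper's supplementary tables (ENSMMUG00000041192) rose from 3703 ± 1434 to 6537 ± 1571 CPM (SD, n = 6 each), a log2 fold change of 0.82 (standard error 0.28, adjusted p = 0.0429), again with 5 of 6 animals above every control. Its call was lost without *T* + *WSD* replicate 10 (log2 fold change 0.73, adjusted p = 0.0960) and when only *T* + *WSD* and *C* were fitted (adjusted p = 0.0757), while DESeq2 gave 0.0155. The other FABP4 gene (ENSMMUG00000020987) was measured at 2.07 ± 0.412 CPM in *C* (SD, n = 6).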

Importantly, the expression of the *MOGAT1* and *CD36* genes in omental WAT and circulating levels of FATP4 have been shown to be elevated in PCOS women^42,62,63^. In agreement with our RNAseq results, the expression of the fatty acid transporter *CD36* has been shown to correlate with omental adipocyte size in women with PCOS^63^. Furthermore, our previous studies have demonstrated that *T* + *WSD* treatment enhances FFA uptake in omental WAT of NHPs^36,61^. We also observed that genes encoding the components of the LXR/RXR pathway were upregulated in *T* + *WSD*, suggesting potential changes in lipoprotein metabolism. This is consistent with a study of WAT in women with PCOS^40^. The increased expression of genes that regulate HDL metabolism and reverse cholesterol transport (e.g., *ABCA1*, *ABCG1*, *ApoA1*, *APOD*, *CETP*, *PLTP*, *PON3*, and *SR-A*) is compatible with other well-known effects of LXR activation, including cellular cholesterol accumulation^64–66^.

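ABCA1 (ENSMMUG00000020608) rose from 303 ± 46.2 CPM in *C* to 496 ± 76.7 in *T* + *WSD* (SD, n = 6 each), a log2 fold change of 0.71 (standard error 0.20, edgeR adjusted p = 0.0167), and all 6 animals lay above every control. APOD had a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.0155), PLTP of 0.78 (standard error 0.21, adjusted p = 0.0145) and MSR1, which encodes SR-A, of 1.66 (standard error 0.50, adjusted p = 0.0269). The MSR1 call was lost without *T* + *WSD* replicate 7 (adjusted p = 0.0683), against 0.00682 with DESeq2. For ABCG1 the log2 fold change was 0.71 (standard error 0.52, adjusted p = 0.371), for APOA1 0.65 (standard error 0.52, adjusted p = 0.413) and for CETP 0.62 (standard error 0.50, adjusted p = 0.416). None of these 3 was called under any alternative run, and their smallest adjusted p was 0.161, for ABCG1 without *C* replicate 2. PON3 (ENSMMUG00000008013) was lower in *T* + *WSD*, at 0.853 ± 0.651 CPM against 5.39 ± 6.20 in *C* (SD, n = 6 each), a log2 fold change of -2.55 (standard error 0.85, adjusted p = 0.0424), with 2 of 6 animals below every control. Without *C* replicate 1 that log2 fold change was -1.71 (adjusted p = 0.182), and with the library batch as a covariate the adjusted p was 0.0568, while DESeq2 gave 0.0146. Fig. 1C also draws PON3 as lower.

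The LXR/RXR panel of Fig. 1C draws 37 genes, of which 31 were tested and 18 called in *T* + *WSD*, 10 higher and 8 lower. Without *T* + *WSD* replicate 11, whose library held 798 counts of ALB where no other held more than 43, 14 were called, 8 higher and 6 lower. ALB then had a log2 fold change of 2.99 (adjusted p = 0.0611) and APOB of 1.11 (adjusted p = 0.227). From the pathway and these genes, the paper proposes a change in lipoprotein metabolism.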

Our data indicate that hyperandrogenemia may attenuate cAMP-dependent lipid catabolism. The breakdown of cellular triglycerides depends on the activation of the cAMP-dependent hormone sensitive lipase (HSL), the principal lipase responsible for the β-adrenergic lipolytic response in WAT^67^. The HSL gene (*LIPIE*) has been shown to be significantly downregulated in omental WAT from *T* + *WSD*-treated NHPs^61^ and PCOS women^63^. In line with these observations, we showed that hyperandrogenemia induces lipolytic resistance in omental and subcutaneous WAT of NHPs^36,61^. In contrast, omental WAT from PCOS women exhibits increased catecholamine-induced lipolysis^68^, while subcutaneous WAT exhibits decreased catecholamine-induced lipolysis and the reduced expression of the β_2_-adrenergic receptor^18^, the regulatory II β-subunit of protein kinase A, and HSL^19^. 

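LIPE (ENSMMUG00000017916) had a log2 fold change of 0.74 in *T* + *WSD* (standard error 0.31, edgeR adjusted p = 0.0947), at 1098 ± 657 CPM in *C* and 1839 ± 433 in *T* + *WSD* (SD, n = 6 each). Without *C* replicate 2 it was 1.14 (adjusted p = 0.0102), while with only *T* + *WSD* and *C* fitted the adjusted p was 0.154. PRKCA had a log2 fold change of -0.45 (standard error 0.16, adjusted p = 0.0542), with all 6 *T* + *WSD* animals below every control. PRKACA, which encodes the catalytic subunit alpha of protein kinase A, had a log2 fold change of 0.20 (standard error 0.19, adjusted p = 0.489). Of the 4 phosphodiesterase genes in Table S5, PDE1B rose by a log2 fold change of 0.82 (standard error 0.20, adjusted p = 0.0111), PDE2A by 0.65 (standard error 0.19, adjusted p = 0.0206) and PDE3A by 0.64 (standard error 0.16, adjusted p = 0.01002). PDE1B and PDE2A lay above every control in 5 of 6 *T* + *WSD* animals and PDE3A in all 6. The values that Table S5 gives for PDE1C are those of ENSMMUG00000047835 in Table S2, which had a log2 fold change of 0.78 (standard error 0.24, adjusted p = 0.0279). The gene with this symbol in the gene name table, ENSMMUG00000001625, had one of 1.34 (standard error 0.55, adjusted p = 0.0905). Without *C* replicate 3, PDE2A was not called (adjusted p = 0.0546, against 0.00671 with DESeq2), and PDE3A fell below the fold-change threshold at a log2 fold change of 0.58 (adjusted p = 0.0283).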

Although the present study did not detect differential expression of the *LIPE*, *PRKCA* (catalytic subunit of protein kinase A), and *ADRB2* (*β*_*2*_*-*adrenergic receptor) genes, several isoforms of phosphodiesterase (PDE) that mediate cAMP degradation were significantly upregulated in the *T* + *WSD* group. This finding agrees with an earlier report showing the upregulation of several PDE genes in omental WAT of PCOS women^49^. Furthermore, clinical studies demonstrated that the PDE4 inhibitor roflumilast added to metformin reduced fat mass in obese women with PCOS^69^, suggesting that hyperandrogenemia may lead to decreased cAMP levels in WAT.

There is growing evidence that body fat distribution is dynamically regulated at the transcriptional and DNA methylation levels^44–46,70–74^. For example, obesity induces DNA hypermethylation in the promoter of the adiponectin gene, resulting in its reduced expression and the development of insulin resistance in mice^72^. Similarly, DNA methylation of the perilipin-1 promoter is higher and gene expression is lower in WAT of obese subjects^70^. Thus, we sought to test whether hyperandrogenemia and WSD regulate the transcriptional response in WAT through the DNA methylation mechanisms. Using a genome-wide approach, we show that all treatments elicit global changes in DNA methylation, with *T* + *WSD* causing the largest effect. Although we observed a trend of global inverse correlation between methylation and transcription, only 63 genes exhibited both significant differential expression and DNA methylation. Of note, in a genome-wide study of gene expression and DNA methylation in subcutaneous WAT of PCOS women, 33 DEGs that also displayed differential DNA methylation were identified^42^, although none of these 33 genes were found to overlap DMRs in our study. A limited association between gene expression and DNA methylation is not entirely surprising, as the relationship between DNA methylation and gene expression is more complex than originally thought^53^. For instance, the functional role of DNA methylation in gene bodies is still elusive^53^. It is also possible that DNA methylation is regulated by WAT depot-specific mechanisms. In the original study, Xu and colleagues reported that prenatally androgenized rhesus macaques display altered genome-wide DNA methylation in visceral WAT^75^. In spite of significant differences in methodology and dietary regiments used by their and our groups, both studies identified 3 common DMRs associated with the *CCDC3, GRM7*, and *NEK6* genes. 

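In *T* + *WSD* compared with *C*, CCDC3 rose to 273 ± 86.9 CPM (SD, n = 6), a log2 fold change of 1.75 (standard error 0.39, edgeR adjusted p = 0.00650), with all 6 animals above every control. NEK6 (ENSMMUG00000007354) rose from 36.5 ± 13.0 to 72.6 ± 11.7 CPM (SD, n = 6 each), a log2 fold change of 0.99 (standard error 0.22, adjusted p = 0.00609), also in all 6 animals. GRM7 (ENSMMUG00000011231) was measured at 13.1 ± 10.3 CPM in *C* and 4.62 ± 3.89 in *T* + *WSD* (SD, n = 6 each), a log2 fold change of -1.44 (standard error 0.50, adjusted p = 0.0515), and 3 of 6 animals lay below every control. DESeq2 gave GRM7 an adjusted p of 0.0231. It was 0.0158 without *T* + *WSD* replicate 11, 0.104 with only *T* + *WSD* and *C* fitted and 0.531 in the 16 libraries outside the library batch.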

Importantly, the present study showed that these genes are also differentially expressed in rhesus WAT. *CCDC*3 has been previously shown to be upregulated in omental WAT of obese subjects and exerts adipogenic effects *in vitro* and *in vivo*^76,77^. In the present study, *CCDC3* was found to be upregulated and differentially methylated at the same intronic region by either *WSD* or *T* + *WSD* treatment, suggesting a diet-specific mechanism of gene regulation. Based on our GREAT pathway analysis, we hypothesized that a portion of the DMRs may be acting as distal regulators, rather than acting on the closest gene. Indeed, we observed that DMRs are not enriched in biologically relevant pathways, like the Notch signaling pathway, when long-distance relationships (1 Mb) were excluded in looking at *cis*-interactions between DMRs and genes. Moreover, our computational analysis showed that DMRs from the *T* + *WSD* group were enriched in TF binding motifs, supporting the regulatory role of DNA methylation in modulating TF binding affinities^78^. As an example, RBPJ has been shown to control the expression of notch signaling genes^79^ and to bind chromatin in a methylation-dependent fashion^80,81^.

Our study does have limitations. First, we did not evaluate transcriptional and epigenetic responses in isolated adipocyte vs stromal-vascular cell populations due to insufficient sample size for separation of individual cell types. However, previous analyses of human WAT also employed total tissue samples; thus, comparison of our NHP-derived data from whole WAT to these data is appropriate. Second, we did not examine transcriptional and epigenetic changes in subcutaneous WAT because this depot is insufficiently developed in young macaques to obtain enough tissue. Third, the number of animals in each group (n = 6) was relatively small. However, given a unique nature of this NHP model, the present study provides valuable translational information on the interactions between obesity and hyperandrogenemia in PCOS. Fourth, other epigenetic modifications (e.g., histone modifications and micro-RNAs^82,83^) may also contribute to WSD and T effects and need to be studied in order to fully understand the mechanisms underlying transcriptional changes observed in the present report.

In conclusion, this study demonstrates that the combination of hyperandrogenemia and WSD induces a synergistic transcriptional response associated with an increase in lipid anabolic capacity in the visceral WAT of NHPs^36,61^, similar to findings reported in women with PCOS^10–12^. This and other PCOS-related studies^40,42^ demonstrate a limited association between WAT gene expression and DNA methylation. Furthermore, the majority of genes showed no significant association with adipocyte size based on mRNA or promoter methylation levels, suggesting that hyperandrogenemia but not adipocyte hypertrophy per se is the primary etiological factor driving the transcriptional and epigenetic response in WAT. Thus, the intake of excess dietary lipids in combination with hyperandrogenemia may facilitate lipid accumulation and the development of visceral adiposity. Collectively, the results of this study support the need for future clinical trials aimed at early dietary interventions to prevent weight gain in young women with PCOS, and in developing strategies aimed at maintaining weight loss in obese women with PCOS.

## Methods

### Animal model

All animal procedures were approved by the Oregon National Primate Research Center (ONPRC) Institutional Animal Care and Use Committee and comply with the Animal Welfare Act and the APA Guidelines for Ethical Conduct in the Care and Use of Nonhuman Animals in Research. Animal characteristics and the origin of WAT samples used in the present study have been previously described^35,36^. Briefly, female rhesus macaques were selected for the study and randomly assigned to one of four treatment groups (*C, T, WSD* and *T* + *WSD*). T-releasing capsules were prepared and implanted subcutaneously as previously described^35^. Animals were maintained *ad libitum* on either chow diet consisting of two daily meals of Fiber-balanced Monkey Diet (15% calories from fat, 27% from protein, and 59% from carbohydrates; no. 5052; Lab Diet, St. Louis, MO), supplemented with fruits and vegetables, or a WSD, containing 36% calories from fat, 18% from protein, 45% from carbohydrates (TAD Primate Diet 5LOP, 5A1F, Lab Diet). Animals had undergone 3 years of continuous treatment and were approximately 5.5 years of age and were post-pubertal at the time of WAT biopsy collected as previously described^36^. To perform gene expression and DNA methylation analyses, we selected 24 animals (6 representative animals from each group [*C, T, WSD*, and *T* + *WSD*]) that reflected the overall group findings^36^; i.e., increased fat mass and hyperinsulinemia at 3 years of treatment. Supplementary Table S1 provides these metabolic characteristics previously published, but for the specific subset of animals (n = 6/group) utilized in the current study.

### RNA-seq libraries

Adipose biopsy procedures were previously described^36^. DNA and RNA were extracted from 200 mg of frozen visceral (omental) WAT homogenized using a TissueLyzer-II (QIAGEN, Hilden, Germany) with the AllPrep DNA/RNA purification kit (QIAGEN). High-quality RNA samples (RIN > 8) were used for library construction using the TruSeq Rybo-zero method and were sequenced by the Massively Parallel Sequencing Shared Resource (MPSSR) at OHSU using the Illumina HiSeq. 2500 platform, with the 100-bp, single-read protocol. RNA-seq summary statistics is shown in Supplementary Table S13.

### Differential expression and synergy analysis

Sequencing reads were evaluated with FastQC (v0.11.5)^84^ and trimmed to remove adapters and low-quality regions using Trimmomatic (v0.36)^85^. After trimming, reads were aligned on the most current rhesus macaque genome assembly (rheMac8) using STAR^86^ with default parameters. DESeq. 2 (v1.18.1)^48^ was used for differential expression analysis of the count data. Pairwise comparisons were performed among the sample groups and Benjamini-Hochberg adjustment was used to adjust the p-values for multiple comparisons when performing statistical tests on thousands of genes. The lists of differentially expressed genes (FDR < 0.05; −1.5 > Fold Change > 1.5) are reported in Supplementary Tables S2–S4. Differentially expressed genes were analyzed with Ingenuity Pathway Analysis (IPA) to identify pathways enrichment. In order to find genes for which the combined *T* + *WSD* treatment might have had a synergistic effect on gene expression, we fit a 2 × 2 factorial design and looked for genes showing significance in the interaction term of *T* and *WSD* utilizing the DESeq. 2 package. This allowed us to determine genes that had a change in expression due to T treatment that was also dependent on diet condition. Genes surpassing a significance threshold of adjusted p-value < 0.1 in the interaction and also showing the same direction of log fold change in expression in the individual treatment contrasts “*T* vs *C*” and “*T* + *WSD* vs *WSD*” were considered significant synergistic genes. We additionally identified genes possibly showing a synergistic effect due to treatment for which the unadjusted p-value was less than 0.1 (Supplementary Table S6). To test the association between gene expression and adipocyte area, we applied a Spearman correlation analysis using ~19,000 genes which passed low count filtering to be included in our differential expression analysis pipeline.

### Reduced-representation bisulfite sequencing (RRBS)

RRBS libraries were generated from ~200 ng of WAT genomic DNA following an established protocol^50^. Briefly, overnight digestion was performed with *MspI* (New England Biolabs, Ipswich, MA), which cuts the sequence CCGG and generates sticky ends, enabling every read to start with a CpG. Libraries were prepared with the NEXTflex Bisulfite-Seq Kit (Bioo Scientific Corporation, Austin, TX) and the NEBNext Methylated Adaptors (New England Biolabs). The ligated DNA was size-selected using AMPure XP magnetic beads to produce a final library size of ~350 bp. Bisulfite conversion was performed with the EZ DNA Methylation-Gold Kit (Zymo Research, Irvine, CA) before carrying out PCR amplification with NEBNext Multiplex Oligos (New England Biolabs) to barcode each library. The resulting libraries were normalized and multiplexed for sequencing on the Illumina NextSeq. 500 with the high-output, 75-bp cycle protocol. Sequencing reads were evaluated with FastQC^84^ and trimmed to remove adapters and low-quality regions with Trim Galore (v0.4.2)^87^ using the “RRBS” parameter. Trimmed reads were aligned to rheMac8 with Bismark (v0.16.1)^88^, the most widely used software for mapping bisulfite converted sequences. Summary statistics for the RRBS datasets are shown in Supplementary Table S14.

### Differential methylation analysis

In order to identify differentially methylated cytosines (DMCs) in a CpG context and differentially methylated regions (DMRs) we used a multi-step approach. First, Limma (v3.34.9)^89^ was used to perform DMC analysis, as Limma allows modeling of more complex designs. For DMC analysis, we included CpGs with at least 10X coverage in at least 4 of the 6 replicates per group, resulting in 841,143 CpG sites. For input values, we performed an arcsine transformation on the methylation rate per CpG. Then, we used the p-values obtained from the DMC analysis as input to Comb-p^90^ in order to find DMRs. DMR regions are found by seeding on CpGs with corrected p-values < 0.05 and extending the region as long as it finds another CpG with a corrected p-value < 0.05 within 300 bp. All DMRs (Sidak p-value < 0.1; methylation difference > 10%) and their annotations are listed in Supplementary Tables 8–10. As many DMRs might not overlap with genes or their promoters (we annotated them as “inter-genic”) but might correspond to distal regulatory elements, we also annotated the closest transcription start site (TSS) for each inter-genic DMR. In order to identify pathways enriched in DMRs, we used the publicly available tools GREAT (http://great.stanford.edu/public/html/)^56^ and GOrilla (http://cbl-gorilla.cs.technion.ac.il/)^51^. Finally, motif enrichment was performed on the significant DMRs from the three main comparisons using HOMER (Hypergeometric Optimization of Motif EnRichment)^57^, specifying the use of the given size of the regions and normalizing for CpG content against the random background. Although the motif databases used by HOMER might be skewed towards human and mouse, TF binding motifs are highly conserved and therefore interchangeable between mammals and vertebrates in general^57^.

## Supplementary information

Supplementary Information

Supplementary Tables S1-S14

## Data Availability

Gene expression and DNA methylation data are available at the NCBI Gene Expression Omnibus data repository under Accession Number GSE124709.

# Supplementary material for: Synergistic Effects of Hyperandrogenemia and Obesogenic Western-style Diet on Transcription and DNA Methylation in Visceral Adipose Tissue of Nonhuman Primates
**Source:** Sci Rep. 2019 Dec 17;9:19232. doi: 10.1038/s41598-019-55291-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Synergistic Effects of Hyperandrogenemia and Obesogenic Western-style Diet on Transcription and DNA Methylation in Visceral Adipose Tissue of Nonhuman Primates**

Lucia Carbone<sup>1,2,3,4#</sup>, Brett A. Davis<sup>2#</sup>, Suzanne S. Fei<sup>4</sup>, Ashley White<sup>5</sup>, Kimberly A. Nevonen<sup>1</sup>,  
Diana Takahashi<sup>5</sup>, Amanda Vinson<sup>1,3,4,5</sup>, Cadence True<sup>5</sup>, Charles T. Roberts, Jr.<sup>5,6</sup>, Oleg  
Varlamov<sup>5\*</sup>

# these authors contributed equally to the paper

Departments of <sup>1</sup>Medicine,
and <sup>3</sup>Medical Informatics and Clinical Epidemiology, Oregon Health & Science University,  
Portland, OR, USA; Divisions of <sup>4</sup>Genetics, <sup>5</sup>Cardiometabolic Health, and <sup>6</sup>Reproductive and  
Developmental Sciences, Oregon National Primate Research Center, Beaverton, OR, USA

**Supplementary Fig. S1** PCA plots including all four groups for A) RNA-seq data and B) RRBS data. These plots show separation of the groups and complement the plots shown in Figures 1 and 3, in which only *C* and *T+WSD* were shown.

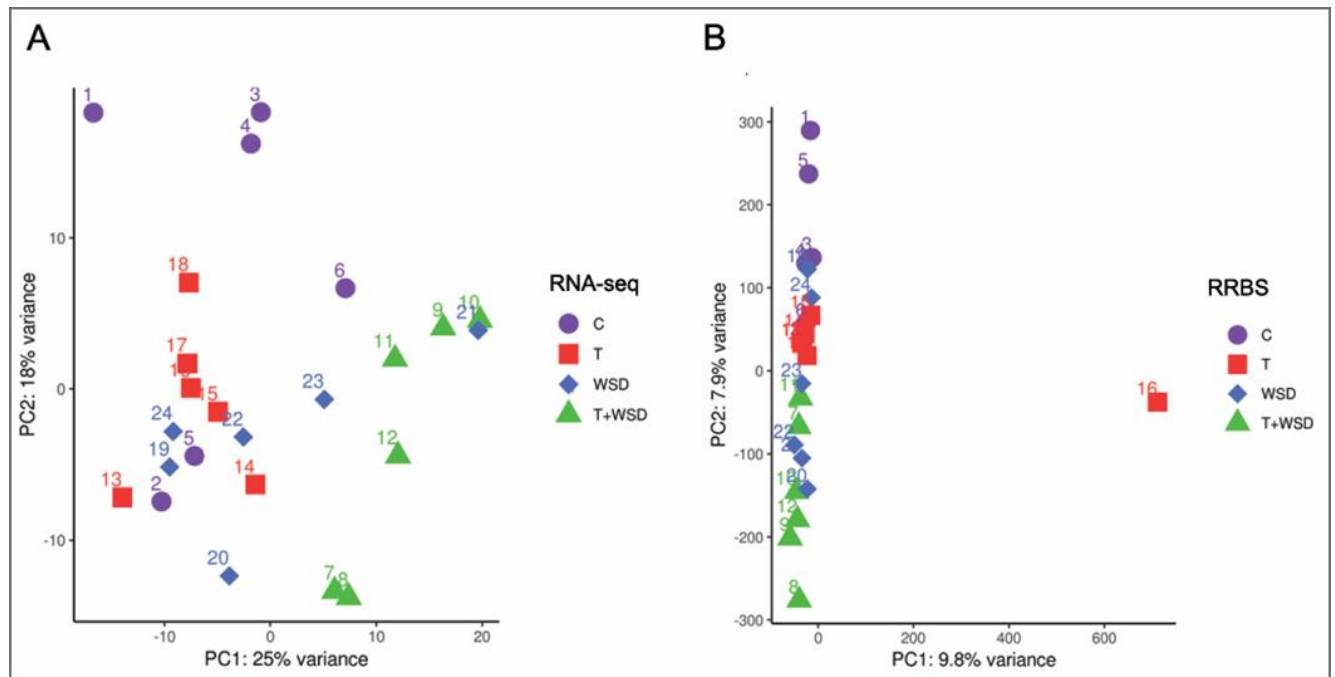

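The deposited counts gave the slopes of these plots for the 11 genes of Table 1. In the DESeq2 fit, the testosterone effect under the control diet ran from a log2 fold change of -0.03 (DDT) to 0.10 (VPS13C), and under the Western-style diet from -1.11 (DDT) to 2.25 (RYR2). Under the Western-style diet the smallest of these effects were 0.33 (ERC1), 0.34 (CDC42BPA) and -0.39 (CCT8).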

**Supplementary Fig. S2 Synergistic effect of WSD and T on gene expression.** A) The plots show the different effects of *T*, depending on diet for a subset of genes showing a significant synergistic effect of the combined treatment of *T* and *WSD*. The x-axis represents the absence or presence of *T* treatment, while the y-axis represents DESeq2 normalized count values. Each small point on the plot represents a sample, and the mean count value among treatment group replicates is represented with a larger point. As shown on the upper right, the different slopes of the two lines illustrate the interaction between *T* and *WSD*: in the absence of interaction, the two lines will have roughly equal slopes. B) Pathways identified using EnrichR enriched in genes showing a trend for being synergistically down-regulated (red arrow) or up-regulated (green arrow).

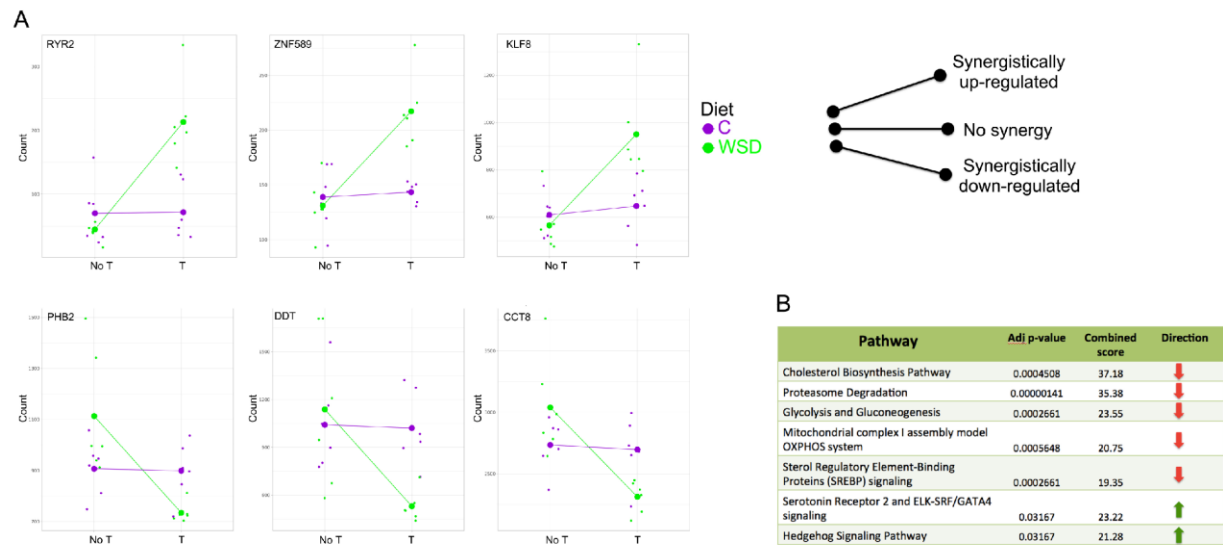

**Supplementary Fig. S3** Scatterplots of gene expression vs promoter methylation for the 4 sample groups. The plots include gene expression values (log TPM averaged across replicates) and promoter methylation values (averaged across replicates) for 11,333 genes that passed low count filtering in the differential gene expression analysis and also contained at least 1 CpG with a minimum of 10X coverage in the promoter region. The spearman rank correlation indicated a slightly negative correlation between gene expression and promoter methylation, with rho values near -0.2 for each sample group.

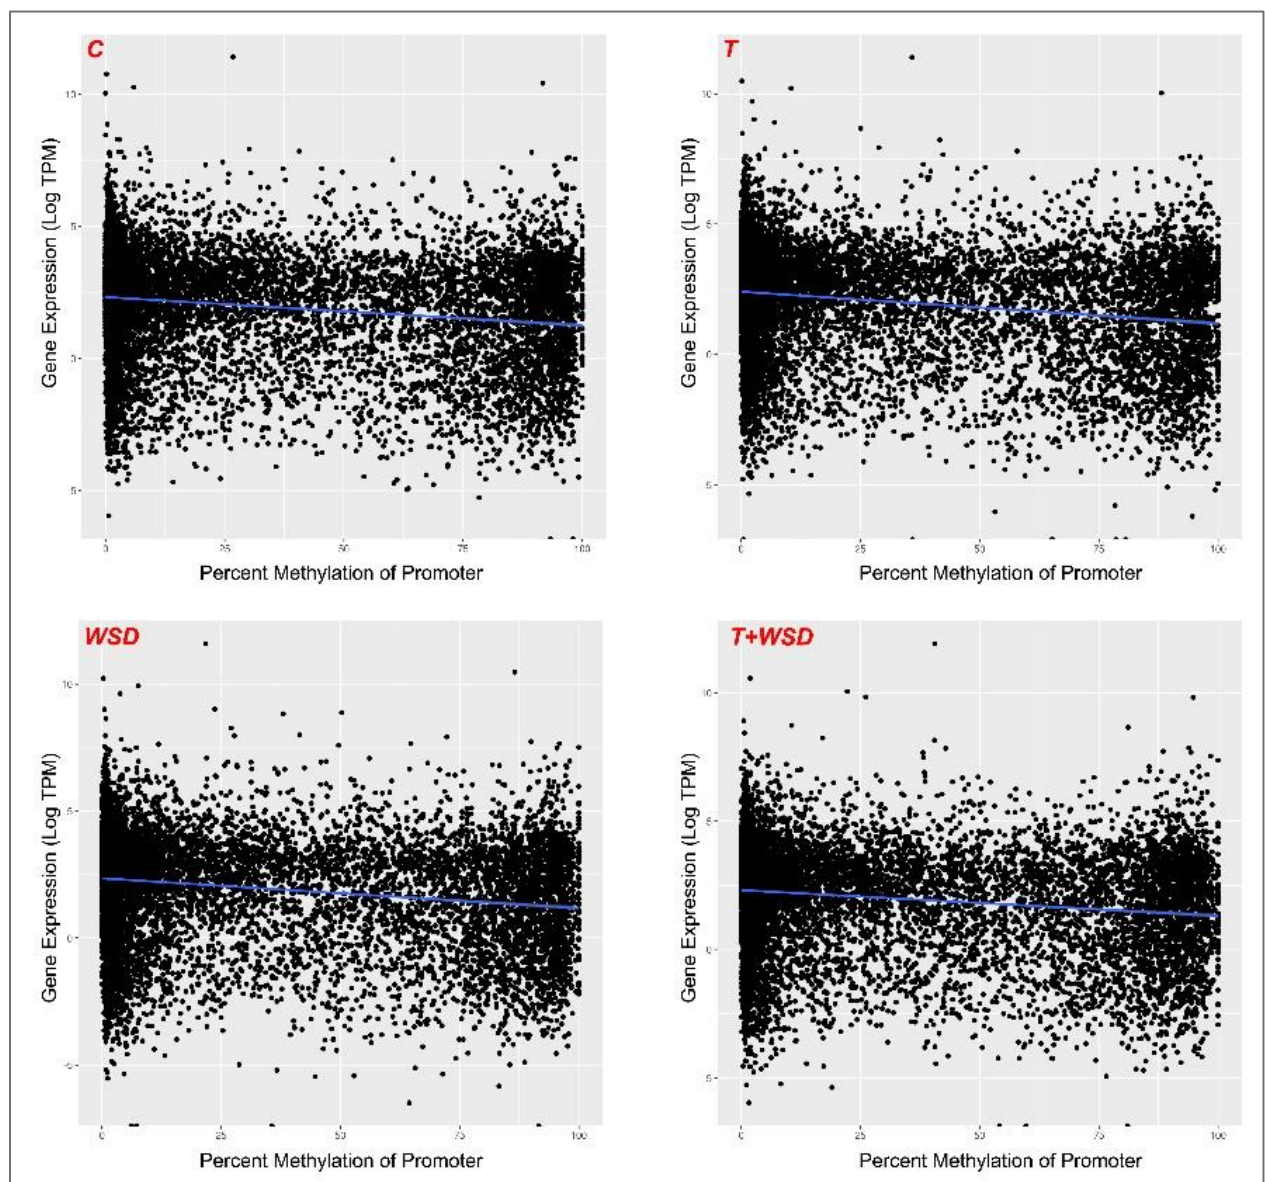

**Supplementary Fig. S4** Pathways enriched in DMRs when distal (<1Mb) relationships are included (left) are biologically relevant to the observed phenotype and differentially expressed genes. When distal relationships are excluded (right) more generic pathways are found to be enriched, indicating that regulation of specific genes occurs through long distance relationships between DMRs and genes.

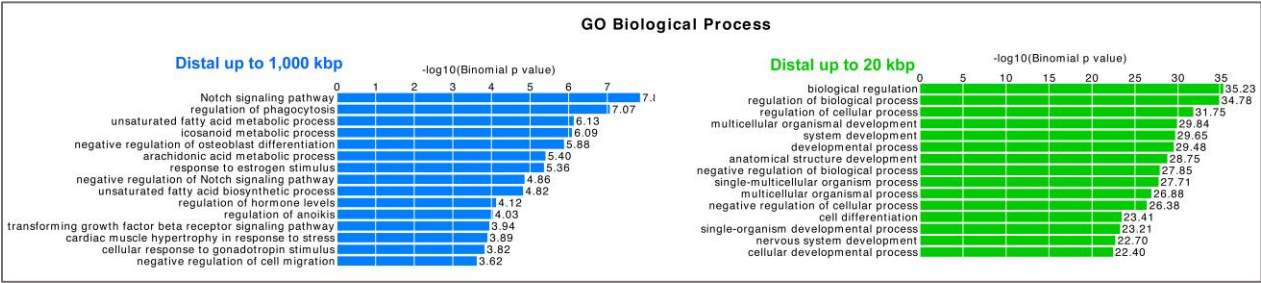

## Description of Supplementary Tables S8-S10

Supplementary tables S7-S9 contain the significant DMRs (Sidak p-value < 0.1 and absolute methylation difference > 10%) for each of the 3 comparisons. Each DMR has a “DMR.ID” consisting of its “chr\_start\_meth.diff” information. Columns B-C provide the chromosome, start, and end position of the DMR. Columns E-H provide the length of the DMR (region\_length), the number of CpGs within the DMR (num\_cpGs), the percent methylation difference of the DMR in the comparison (meth.diff), and the Sidak p-value for the DMR. The methylation difference is calculated as the average percent methylation value of the region in the treatment samples minus the average percent methylation difference of the region in the control samples. We then provide annotation for the DMRs using Ensembl version 92 annotation for the Mmul8 reference genome. Columns I-K provide whether the DMR overlaps an annotated promoter (3 kb upstream from TSS), exon, or intron with a value of “1” signifying that an overlap is present. If there is no overlap for a promoter, exon, or intron, then the DMR is labelled as intergenic in column L. If the DMR overlaps an exon or intron, we provide the Ensembl Gene ID of that gene in column M; column M has a value of “NA” if the DMR does not overlap an exon or intron. If the DMR overlaps a promoter, we provide the corresponding Ensembl Gene ID in column N; column N has a value of “NA” if no promoter overlap is present. If the DMR does not overlap an exon or intron, we provide the distance to the nearest TSS in column O and also the Ensembl Gene ID of the gene with the nearest TSS in column P; columns O and P have a value of “NA” if the DMR overlaps an exon or intron. Finally, we provide 5 columns of gene information taken from Ensembl Biomart corresponding to the relevant Ensembl Gene ID (if present for the DMR). Columns Q-U correspond to the “gene overlap” Ensembl Gene ID (column M), columns V-Z correspond to the “promoter overlap” Ensembl Gene ID (column N), and columns AA-AE correspond to the “nearest TSS” Ensembl Gene ID (column P).

## **Supplementary Methods**

### **IPA analysis**

Differential expression results (fold change, p-value, and false-discovery rate (FDR)) were imported into the Ingenuity Pathway Analysis program (IPA, QIAGEN, Hilden, Germany). To facilitate this, Ensembl rhesus gene IDs were first mapped to human gene IDs using Ensembl's BioMart. Only high-confidence matches were used, and only the top match was chosen when one rhesus ID mapped to many human gene IDs. If no human gene ID was found, the rhesus gene ID was retained. Of the 19,063 genes quantified by the experiment, 15,676 (82%) mapped into IPA's knowledgebase. Once imported into IPA, a fold-change cutoff of 1.5 and an FDR cutoff of 0.05 was applied to all comparisons to select differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

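The RNA-seq data cover omental white adipose tissue from 24 female rhesus macaques in 4 groups of 6, the controls (*C*), the animals given testosterone (*T*), a Western-style diet (*WSD*) or both (*T* + *WSD*) for 3 years. The authors depleted ribosomal RNA, sequenced single reads, trimmed them with Trimmomatic and aligned them to rheMac8 with STAR. They deposited 1 table of raw counts per gene, without normalization, with 1 column per animal. The paper's text does not name the counting tool, its strand setting or the filter on low counts. The groups were taken from the sample labels. The labels give an age of 4 years and the paper's methods about 5.5 years, and age was not used here. The bisulfite sequencing, the adipocyte areas and the serum values were not analysed here.

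The table lists 32386 genes, of which 7255 are at 0 in every library. Total counts per library ran from 6899185 to 28270776, with a median of 20630512.5. Intervals and floors cover counting error only. A gene at or under 3 counts in every library of a group was treated as at the floor, and no fold change is given for it. No pair of the 60 pairs of libraries within groups was identical. In 8 libraries, 2 in each group, ENSMMUG00000038258 took more than 5% of the counts, and these were treated as a library batch after the counts were seen. Gene symbols came from the gene name table and, for 211 of the 12625 tested genes with a symbol, from the paper's supplementary tables. For a gene the paper names, the identifier in the paper's tables was used first. No reference genome, gene positions or gene lengths were used here.

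Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test (glmQLFit with robust=TRUE and legacy=TRUE) in 1 fit with 4 groups. The filter filterByExpr, with a minimum count of 10 and a minimum total count of 15, kept 15207 genes. The comparisons were *T* + *WSD*, *WSD* and *T* against *C*, *T* + *WSD* against *WSD*, and the interaction of testosterone and diet, each with Benjamini-Hochberg adjustment over the tested genes. A DEG had an adjusted p under 0.05 and a fold change over 1.5. An interaction gene had an adjusted p under 0.1, and a synergistic gene also had the same sign of *T* against *C* and *T* + *WSD* against *WSD*. All p values from these tests are two-sided. The p values in the text beside log2 fold changes are adjusted p values of edgeR unless DESeq2 is named.

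Principal components were computed on DESeq2's variance-stabilized values of the 500 most variable genes, and group distances by a pseudo-F with exact permutation of the labels over 924 splits, or 420 within the library batches. Gene lists were tested with limma 3.58.1 (camera on voom values with its preset correlation of 0.01, camera with the estimated correlation, and fry). The lists, written from general knowledge, were cholesterol biosynthesis, glycolysis and gluconeogenesis, SREBP targets and proteasome for the interaction, and mesothelial, adipocyte, macrophage, endothelial, fibroblast, smooth muscle and pericyte, T and NK cell, B and plasma cell, hepatocyte, pancreas, erythroid and immediate early genes for *T* + *WSD* against *C*. The lists were written before the counts were examined, but several genes of the marker lists for *T* + *WSD* against *C* had been seen in Table S2 beforehand. The genes of the LXR/RXR panel were read from Fig. 1C after the data were seen. Ingenuity Pathway Analysis and EnrichR were not used here.

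Named genes are all those that the paper names in its text, Table 1 or Table 2 as measured by RNA-seq, and for each comparison the 5 DEGs with the largest increase and the 5 with the largest decrease among those with a symbol whose 6 treated animals all lay above, or all below, every control. The results of some named genes are not reported here, and the counts over named genes leave them out.

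The test was tested on simulated data: 5 data sets with 200 changed genes each were drawn from the means, dispersions and library sizes of the real data. These and the simulations with unchanged groups (100) and with additive effects drew each gene independently. The additive effects were fitted to all animals (40 simulations) or taken from *T* and *WSD* against *C* alone (40 simulations). Other splits of the animals were drawn 100 times for each comparison, from the 462 possible splits of 12 animals in the comparisons with *C*.

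The tests, thresholds, gene lists, rule for named genes and the following alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 with its default filters, DESeq2's size factors (RLE) or upper-quartile normalization in the edgeR fit, no filter on low counts, at least 10 counts in every animal or summed over animals, legacy=FALSE, robust=FALSE, only the 2 groups compared, the mean of the mesothelial list as a covariate, no fold-change threshold or a fold change over 2, an interaction adjusted p under 0.05, each animal left out in turn, 1000 or all genes or log2 CPM with a prior count of 2 in the principal components, and other set tests. Chosen after seeing the data were the library batch as a covariate, the 16 libraries outside that batch alone, ENSMMUG00000038258 left out, permutation within the library batches, and 5 other filters on low counts for DESeq2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.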

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

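The test of hepatocyte transcripts in a single library, the LXR/RXR panel and the choice of values examined for animals far from their group were chosen only after the result was seen. The tests of opposite signs, of unadjusted p values in other splits, of the 16 libraries and of shared controls were chosen after the pattern was seen and before their own result.

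In 21 of 224 groups of 6 values, 1 animal lay far from the other 5, where chance gives 11.2. Among list means in log2 CPM, *C* replicate 1 was lowest for adipocyte genes at 6.348, *T* + *WSD* replicate 8 highest for endothelial genes at 7.057, and *C* replicate 5 highest for smooth muscle and pericyte genes at 7.146. For the pancreas list, which rests on 1 tested gene, these were *C* replicate 5 at 0.5031 and *WSD* replicate 20 at -3.316. The smallest library of the controls was that of *C* replicate 2, at 8.873 in units of 1000000 counts. In *C*, LEP was at 4.386 CPM and NEK6 at 13.44 CPM in replicate 1, and APOA1 at 0.165 CPM in replicate 4. In *T* + *WSD*, replicate 8 had GPT at 0, SVEP1 at 2032 and DMAP1 at 20.07 CPM, replicate 12 had LEP at 592.2 and NRCAM at 18.3 CPM, and replicate 7 had PHB2 at 46.35 CPM. In *T*, replicate 17 had HCAR2 at 15.64 CPM and replicate 15 had PDE1B at 8.397 CPM. In *WSD*, replicate 21 had KLF8 at 44.8 CPM, replicate 22 had PLTP at 379.7 CPM, and replicate 24 had MSR1 at 4.74 and PDE3A at 28.69 CPM. For single values such as these no explanation was tested.

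*C* replicate 1 combined the lowest adipocyte mean with the highest mesothelial mean of all 24 libraries (7.50). A mixed sample or a different share of cells may be behind this, and no test of either was run. Without this animal the number of DEGs in *T* + *WSD* was 900 against 1522, and the median log2 fold change was -1.53 for the mesothelial, 0.38 for the adipocyte and 0.09 for the macrophage list.

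The median log2 fold change of the mesothelial list in *T* + *WSD* compared with *C* was -2.066, a signal in genes the paper does not discuss as a group. Of 22 listed genes 18 were tested, 17 were lower and 14 were DEGs (16 adjusted over the list alone). The list is not shared with another list, and the study picked 2 of its genes (KRT8, PTGIS) from these animals. Several genes of the marker lists had also been seen in the paper's Table S2 before the lists were written. The result for this list may therefore not be independent of that table. ITLN1, its most abundant gene, fell from 10259 ± 12380 to 1058 ± 947 CPM (SD, n = 6 each), a log2 fold change of -3.28 (standard error 0.81, edgeR adjusted p = 0.0109), while CALB2 changed by 0.28 (standard error 0.50, adjusted p = 0.750). Camera gave an adjusted p of 2.9e-09 and fry 0.000969, but camera with the estimated correlation 0.246. The median was -1.01 in *WSD* and -0.59 in *T*, and leaving out 1 animal moved it in *T* + *WSD* between -2.40 and -1.53. A smaller mesothelial share of the biopsy is a candidate explanation. It was set down in advance that adjusting for the list mean would then remove at least 1 in 3 of the DEGs, which would read as fitting, and 0 DEGs were left, with 505 genes at an unadjusted p under 0.05. This adjustment cannot be told apart from removing the treatment itself, because the list mean of every *T* + *WSD* animal lay below that of every control. Between *T* + *WSD* and *WSD*, where the list means overlap in *WSD* replicate 21 alone, the adjustment gave 1 DEG against 124 without it, with 1609 genes at an unadjusted p under 0.05 against 3039. In the interaction it gave 18 DEGs against 37, while the genes at an unadjusted p under 0.05 did not fall (2116 against 2050). The explanation stays open there too. A change in how such cells express these genes under the combined treatment, or where in the omentum the biopsy was taken, stays open and was not tested.

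The endothelial list had a median log2 fold change of 0.7225 in *T* + *WSD*, with 13 of 14 tested genes higher and 9 DEGs (9 adjusted over the list alone), KDR being lower. Camera gave an adjusted p of 1.2e-07 and fry 0.00176, and camera with the estimated correlation 0.246. The study picked 1 gene of this list, PECAM1. A larger vascular share and a higher expression per cell were not tested against each other.

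The interaction of testosterone and diet had an adjusted p under 0.1 in 123 genes, and as many were reached in 2 of 100 regroupings that permuted testosterone within each diet, the real one included. The highest number in another regrouping was 550. Of the genes at an unadjusted interaction p under 0.001, 99.25% had opposite signs of the testosterone effect in the 2 diets, against 99.43% in the regroupings. The opposite signs are therefore in line with the way the interaction test selects genes, since a large difference between 2 effects arises most easily when they go apart, and they carry no evidence of their own.

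In LUC7L3 the interaction log2 value was 1.00 (standard error 0.18, edgeR adjusted p = 0.0197). Under the control diet it was lower with testosterone (log2 fold change -0.64), with 5 of 6 animals below every control. It was also lower in *WSD* (82.6 ± 12.4 CPM, SD, n = 6, log2 fold change -0.65), and less so in *T* + *WSD* (106 ± 8.19 CPM, SD, n = 6, log2 fold change -0.29). In CETP the interaction log2 value was -3.362 (standard error 0.71, adjusted p = 0.0417). CETP rose in *WSD* by a log2 fold change of 2.76 (standard error 0.52, adjusted p = 0.0593), with all 6 animals above every control, and *T* + *WSD* was lower than *WSD* by -2.14 (standard error 0.51, adjusted p = 0.0370). Its *WSD* adjusted p was 5.1e-05 with DESeq2, 0.0380 without *WSD* replicate 19 and 0.393 with only 2 groups fitted. No technical explanation was tested for these 2 genes, and an effect of both treatments together remains a hypothesis.

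ENSMMUG00000038258 took 54.69% of the counts in 1 library and 9.92% to 54.7% in 8, 2 in each group. The split crosses all 4 groups, so it can be adjusted for, and with the library batch as a covariate *T* + *WSD* had 1499 DEGs. In the 16 other libraries alone 78 were called. Fewer animals per group may account for this, since 7 of 50 random draws of 4 animals per group gave as few (median 600.5).

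ALB had 798 counts in *T* + *WSD* replicate 11 and at most 43 in any other library. Of 8 abundant hepatocyte transcripts, 7 were highest in this library, among them FGA (121 counts against at most 6 elsewhere), FGB (70 against 8), FGG (58 against 12) and APOA2 (39 against 2), but APOA1 (69 against 62) and TTR (16 against 13) only narrowly. SERPINA1, with a high level in all groups, was highest in *T* replicate 13 (100.2 CPM, against 39.5 in *T* + *WSD* replicate 11). Liver RNA in this 1 biopsy is a candidate explanation in line with these values, but the library, and the rule that most of the 8 be highest in it, were set after the ALB count was seen, while the 8 transcripts were listed in advance. The earlier rule for the group asked that all 8 rise together, which SERPINA1 did not. For the group as a whole it cannot be told apart from a change in the tissue: without replicate 11 the log2 fold change of ALB was 2.989 (adjusted p = 0.0611) and FGA, FGB, FGG and APOA2 had at most 12 counts in any other library. Other genes of the list point both ways. Without replicate 11 the log2 fold change of APOB fell from 1.99 to 1.11 (adjusted p = 0.227). That of CYP2E1 stayed at 2.07 (adjusted p = 0.0248), so replicate 11 is not the only source of its rise. That of VTN was -2.28 (adjusted p = 0.00769), which goes against liver RNA as the cause for the group.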

How the results depend on the processing

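The tests with the library batch, the 16 libraries, ENSMMUG00000038258 left out and other DESeq2 filters were chosen only after the result was seen. The cause was not tested for any change below unless one is given.

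DEGs in *T* + *WSD* numbered 1522, from 1083 to 1894 under the other tests, normalizations and filters, 1415 with only 2 groups fitted, 1499 with the batch as a covariate, and 1884 to 1902 with 12 filter settings of DESeq2. They numbered 0 with the mesothelial list mean as a covariate, which separates the groups, 78 in the 16 libraries, which are fewer animals, 2603 with no fold-change threshold and 840 with a fold change over 2, both by construction. Across the 12 fits that each left out 1 animal they ran from 900 (without *C* replicate 1) to 1790 (without *C* replicate 5).

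DEGs in *WSD* numbered 0, but 238 with DESeq2 (236 to 238 over its filters), and 1 each with legacy=FALSE, only the 2 groups compared and the batch as a covariate. With 1 animal left out they ran from 0 to 59 (without *WSD* replicate 19). DEGs in *T* numbered 0, but 7 with DESeq2 (6 to 8 over its filters) and 1 with at least 10 counts in every animal. With 1 animal left out they ran from 0 to 1 (without *C* replicate 2 or 5). The genes called in both *WSD* and *T* + *WSD* rose from 0 to 133 with DESeq2.

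Interaction genes numbered 123, but 481 with DESeq2, 38 with no filter on low counts, 2 in the 16 libraries and 44 at an adjusted p under 0.05, and from 40 (without *T* replicate 15) to 527 (without *WSD* replicate 21). Synergistic genes numbered 0, but 12 with DESeq2 (12 to 14 over its filters), 1 with upper-quartile normalization, 2 with at least 10 counts in every animal, 1 with legacy=FALSE, and from 0 to 20 (without *WSD* replicate 21). Of the tested genes of Table 2, 50 were called, but 6 in the 16 libraries. Of Table S5, 76 were called, but 4 in those libraries.

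With log2 CPM in place of variance-stabilized values, the PC1 difference fell to 20.592 (exact permutation p = 0.173) and the pseudo-F of *WSD* to 1.3066 (exact permutation p = 0.199). With 1 animal left out the pseudo-F of *WSD* ran from 1.3295 (without *C* replicate 1) to 2.23, and in 7 of 12 such sets its exact permutation p rose over 0.05. The PC1 difference and the pseudo-F of *T* + *WSD* and *T* stayed on their side of 0.05 of the exact permutation p in all 12 sets.

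With camera's estimated correlation, the medians of the cholesterol (-0.5171), glycolysis (-0.6311), SREBP (-0.5603) and proteasome lists (-0.2956) were no longer past 0.05, and with fry the first 3 were not. The median of the T and NK cell list, -0.01 with TMM, reversed to 0.009925 with RLE and 0.01271 with upper-quartile normalization, both near 0.

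Of 69 results for single genes, 20 became stronger with DESeq2 and 49 kept their call. In the 16 libraries 37 became weaker and 32 kept their call. With the animal left out that moved each most, 11 became weaker and 13 stronger. With the batch as a covariate 2 became weaker, and with only 2 groups fitted, which was run for fewer results, 3 did and 51 kept their call. With upper-quartile normalization 1 became stronger. With RLE or without ENSMMUG00000038258 all 69 kept their call. Depth limits MOGAT1 (280 counts in all) and STMN2 (at most 2 counts in each control, at the floor, so no fold change is given).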

Differences from the paper's values

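The filters for DESeq2 beyond its default were chosen only after the result was seen, in 24 combinations.

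The paper's number of DEGs in *WSD* is 236, and edgeR gave 0, with 2807 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 (238) closed the gap, and the other tests, normalizations, filters and fits with 1 animal left out (highest 59) did not. With 2 filters chosen after seeing the values, a count sum over 20 and CPM over 0.1 in 4 or more animals, DESeq2 gave 236. The paper's number in *T* is 2, and edgeR gave 0, with 1312 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap: DESeq2 gave 7, with the paper's 2 genes HCAR2 and LUC7L3 among them, and 6 to 8 with the filters chosen after seeing the values.

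The paper's numbers of synergistic genes are 8 higher and 3 lower, and edgeR gave 0 and 0, with 2050 genes at an unadjusted interaction p under 0.05. DESeq2, an alternative set before the data were examined, gave 9 and 3 and closed both gaps, and it called all 11 genes of Table 1. Of the others, leaving out *WSD* replicate 21 gave 8 higher, with 12 lower, and the rest closed neither. The paper's Tables S2 and S3 share 132 genes, and edgeR called 0 in both *WSD* and *T* + *WSD*, with 1578 genes at an unadjusted p under 0.05 and the same sign in both. DESeq2 gave 133.

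The paper's number of DEGs in *T* + *WSD* is 1903 against 1522 here, within 1.5 times. With DESeq2 it was 1894. With a count sum over 20, an alpha of 0.05 and a log2 threshold of 0.58 in place of that of 1.5-fold, chosen after seeing the values, DESeq2 gave 1903. Of the 1903 genes in Table S2, 1787 were tested and 1486 called here, and DESeq2 called 1892. DESeq2 called 235 of the 236 genes of Table S3.

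Table S6 heads as *T* + *WSD* against *C* the values that Table 1 gives, and these are close to DESeq2's interaction coefficients computed here. The text counts 63 DEGs with a DMR, and Table 2 lists 61 genes for *T* + *WSD*. In *T* + *WSD*, MATN3, PMEPA1, APLNR, SSTR3, PDZK1IP1, NAV1, HTRA1, GRM7 and WNT7B of Table 2 were not called by edgeR and were called by DESeq2. MAB21L2 was not tested by edgeR and was called by DESeq2 (adjusted p = 0.0154). GATA4, with 72 counts in all, was called by neither (DESeq2 adjusted p = 0.0513). GPT, MOGAT1, CCDC3 and HOXA10 were called in *WSD* by DESeq2 and not by edgeR.

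The paper's Discussion lists PON3 among increased genes, while its Fig. 1C draws PON3 as lower. The log2 fold change of PON3 here was -2.55, in the direction of that figure. ABCG1 (log2 fold change 0.71, adjusted p = 0.371), APOA1 (0.65, adjusted p = 0.413) and CETP (0.62, adjusted p = 0.416) are named as increased and were called by neither test. CD36 (0.77, adjusted p = 0.0651) was called by DESeq2 (adjusted p = 0.0333) and without *C* replicate 4 (adjusted p = 0.0392). DMAP1 (-0.27) is named as a DEG and is under the fold-change threshold with both tests. The paper reports no change in LIPE, and neither test called it on all animals (0.74, adjusted p = 0.0947), but it was called without *C* replicate 2 (log2 fold change 1.14, adjusted p = 0.0102). The paper names PRKCA as the catalytic subunit of protein kinase A, a name that belongs to PRKACA, and neither gene was called here. In Fig. 1C, 37 genes are drawn in the LXR/RXR panel, and 18 were called here.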

Other observations

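The tests of other splits by unadjusted p and of shared controls were chosen only after the pattern was seen and before their own result.

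Of 100 splits of the 12 animals into 2 groups of 6, 1 gave as many DEGs as *T* + *WSD* against *C*, the real split itself, and the highest other split gave 455. For *WSD* and *T*, with 0 DEGs, all 100 splits gave as many. By genes at an unadjusted p under 0.05, 4 of 100 splits gave as many as the 2807 in *WSD*, and 22 of 100 as many as the 1312 in *T*. For *T* the number could thus arise from the way the animals were grouped, while for *WSD* it is above what most groupings gave.

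Whether more DEGs under both treatments than under either alone could arise from additive effects was tested with 40 simulations. These added the fitted effects of testosterone and diet, shrunken toward 0 more where the standard error was larger. They gave a median of 721 DEGs in *T* + *WSD* and at most 818, against 1522 observed, and 0 to 2 interaction genes against 123. They also gave a median of 82.5 DEGs in *WSD*, where 0 were observed, and drew genes independently, which understates the spread between simulations. In all 40 simulations *T* + *WSD* had more DEGs than *WSD* and *T* together. Another 40 simulations added the effects of *T* and *WSD* against *C* alone, shrunken in the same way. They gave a median of 768.5 DEGs in *T* + *WSD* and at most 839, and a median of 62.5 in *WSD*. In all 40 of these, too, *T* + *WSD* had more DEGs than *WSD* and *T* together. In these simulations additive effects alone were therefore enough for a larger count under both treatments. Their counts stayed below the count observed, but this does not rule out additive effects as its source. Simulations with unchanged groups, also drawn gene by gene, gave at most 1 DEG in *T* + *WSD*. Other splits of the real animals gave up to 455.

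The log2 fold changes of *WSD* and *T* + *WSD* correlated across genes with r = 0.653, and the highest r in 100 simulations with unchanged groups and shared controls was 0.52917. Shared controls may thus produce most of this relation. The simulations drew genes independently, which understates the spread of r. Shared controls as the source of all of it are therefore not excluded. Genes are not independent replicates.

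The other marker lists had these median log2 fold changes in *T* + *WSD* compared with *C*. The adipocyte list (16 tested) had 0.52 with 2 DEGs and 0 adjusted over the list alone, the macrophage list (15) 0.26 with 2 and 2, the fibroblast list (14) 0.23 with 2 and 2, and the smooth muscle and pericyte list (12) 0.44 with 5 and 7. The T and NK cell list (12) had -0.01 with 0 and 0, and 0 genes at an unadjusted p under 0.05. The B and plasma cell list (5) had -0.07 with 1 and 1, the hepatocyte list (11) 0.56 with 4 and 4, the erythroid list (6) -0.44 with 2 and 2, and the immediate early list (16) -0.20 with 2 and 2. The pancreas list held 1 tested gene, at 0.07, with 0 genes called or at an unadjusted p under 0.05. The study picked 7 of the 26 hepatocyte genes, 4 of the 20 adipocyte genes (both DEGs of that list, FABP4 and LEP, among them), 2 macrophage genes and 1 immediate early gene from these animals. The adipocyte list shares PCK1 with the glycolysis list and ACACB with the SREBP targets, and the cholesterol list shares 5 genes with the SREBP targets. Camera had an adjusted p under 0.05 for the mesothelial, endothelial, adipocyte (0.00133) and macrophage lists (0.00427), fry for the mesothelial, endothelial, smooth muscle (0.0444) and hepatocyte lists (0.00788), and camera with the estimated correlation for none.

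Leaving out 1 animal moved 8 of these medians by over 1.5 times or across 0. The macrophage median was 0.09 without *C* replicate 1 and 0.51 without *C* replicate 6, the fibroblast median 0.14 without *C* replicate 1, and the smooth muscle median 0.82 without *C* replicate 5. The T and NK cell median ran from -0.25 without *T* + *WSD* replicate 12 to 0.46 without *C* replicate 2, the B and plasma cell median from -0.16 without *T* + *WSD* replicate 10 to 0.50 without *C* replicate 2, and the erythroid median from -1.22 without *T* + *WSD* replicate 10 to -0.23 without *T* + *WSD* replicate 9. The immediate early median ran from -0.35 without *T* + *WSD* replicate 11 to -0.11 without *C* replicate 5, and the pancreas value from -0.10 without *T* + *WSD* replicate 12 to 0.42 without *C* replicate 5.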
